# The negative elongation factor NELF promotes induced transcriptional response of *Drosophila* ecdysone-dependent genes

**DOI:** 10.1038/s41598-020-80650-1

**Published:** 2021-01-08

**Authors:** Marina Yu. Mazina, Elena V. Kovalenko, Nadezhda E. Vorobyeva

**Keywords:** Gene regulation, Epigenetics, Transcription

## Abstract

For many years it was believed that promoter-proximal RNA-polymerase II (Pol II) pausing manages the transcription of genes in *Drosophila* development by controlling spatiotemporal properties of their activation and repression. But the exact proteins that cooperate to stall Pol II in promoter-proximal regions of developmental genes are still largely unknown. The current work describes the molecular mechanism employed by the Negative ELongation Factor (NELF) to control the Pol II pause at genes whose transcription is induced by 20-hydroxyecdysone (20E). According to our data, the NELF complex is recruited to the promoters and enhancers of 20E-dependent genes. Its presence at the regulatory sites of 20E-dependent genes correlates with observed interaction between the NELF-A subunit and the ecdysone receptor (EcR). The complete NELF complex is formed at the 20E-dependent promoters and participates in both their induced transcriptional response and maintenance of the uninduced state to keep them ready for the forthcoming transcription. NELF depletion causes a significant decrease in transcription induced by 20E, which is associated with the disruption of Pol II elongation complexes. A considerable reduction in the promoter-bound level of the Spt5 subunit of transcription elongation factor DSIF was observed at the 20E-dependent genes upon NELF depletion. We presume that an important function of NELF is to participate in stabilizing the Pol II-DSIF complex, resulting in a significant impact on transcription of its target genes. In order to directly link NELF to regulation of 20E-dependent genes in development, we show the presence of NELF at the promoters of 20E-dependent genes during their active transcription in both embryogenesis and metamorphosis. We also demonstrate that 20E-dependent promoters, while temporarily inactive at the larval stage, preserve a Pol II paused state and bind NELF complex.

## Introduction

Over the years, researchers have aimed to discover and characterize proteins and protein complexes that regulate the transcription of genes. To date, multiple complexes have been described, and we are now entering a breathtaking new phase of research that allows us to find a suitable place for each regulator in the complex multi-step process of eukaryotic transcription. A detailed system of model genes is required for the experimental modeling of the transcriptional process. For this purpose, we chose a set of developmental genes that can be rapidly induced by the addition of 20-hydroxyecdysone (20E) hormone in *Drosophila* cell culture^1^. In our previous works we have described in detail the primary stages of 20E-dependent induction and found new molecular partners of the EcR/Usp ecdysone sensor^2,3^. The present study aims to characterize the molecular complex responsible for the organization of the Pol II pause at 20E-dependent genes.

The phenomenon of promoter-proximal Pol II pausing (Pol II pausing) was first described in a study of *Drosophila* heat-shock protein genes^4^. RNA polymerase II was shown to be recruited at the promoters of these genes in their inactive state, and stress-induced activation of the heat shock genes resulted in Pol II release from their promoters into the gene bodies. Subsequent research has proven that the Pol II pause is an important regulatory phenomenon for many genes in various organisms^5–7^.

Early research indicated that some genes regulated by 20E use Pol II pausing as a mechanism for controlling their transcription^8,9^. However, the mechanism guiding Pol II pausing at 20E-dependent promoters was so far not described. Previously, we observed the presence of Pol II on many 20E-dependent promoters in their inactive state, and showed that the induction of 20E-dependent transcription leads to a change in the degree of Pol II phosphorylation rather than an increase in the amount of Pol II associated with the promoter^2^. In other words, we showed that 20E-dependent genes are regulated via Pol II pausing. In a recent work we revealed an interaction between the EcR/Usp sensor and the NELF-A subunit of the Negative elongation factor (NELF) and hypothesized that the latter may be responsible for Pol II pausing at 20E-dependent promoters^3^.

NELF is the most well-known factor involved in Pol II pausing at eukaryotic genes, where it cooperates with the DSIF complex to halt Pol II elongation^10^. The NELF- and DSIF-mediated transcription block is usually overcome by p-TEF-dependent phosphorylation, which is stimulated by transcriptional activators^11^. The NELF complex consists of four protein subunits that are evolutionarily conserved and are inherent in organisms that regulate transcription by Pol II pausing^12^. Currently, the described molecular functions of NELF are not limited to establishing a Pol II paused state^13^, and NELF was even found to be recruited to the promoters of actively transcribed genes^9,14^. The exact functions of NELF at the promoters of active genes are currently only poorly understood, but there is evidence for its role in mRNA processing and loading of the Cap-associated complex^15,16^ as demonstrated by the interaction between the NELF-E subunit and RNA in the Pol II paused complex^17^.

Pol II pausing is involved in the dynamic transcriptional regulation of developmental genes^18^. Namely, Pol II paused promoters participate in organization of 3D chromatin topology in embryogenesis by anchoring contacts coming from developmental enhancers^19^. It is believed that the main role of the Pol II pause in development is to synchronize transcriptional activation in individual cells of the embryo^20,21^. It was shown that the Pol II pause-derived temporal synchronization of gene activation is crucial for the coordination of cellular behavior at the most important stages of morphogenesis (e.g. during gastrulation)^20^. However, there is little information regarding the factors responsible for maintenance of the Pol II pause during the early hours of development. Our present study brings forth new insights by describing the role of NELF in transcriptional regulation of one of the central groups of genes in *Drosophila* development whose transcription is induced by 20E hormone.

Recently, we identified novel protein interactors of the EcR/Usp heterodimer using in vivo proximity-dependent biotin ligation^2^, including the NELF-A subunit. We validated this interaction in a previous report by co-immunoprecipitation of these proteins from the prepupal nuclear extract (where the ecdysone cascade is normally activated). We also observed a decrease in the 20E-dependent transcriptional induction of some genes upon NELF-A knockdown. Here, we describe the relationships between EcR and the NELF complex in detail and propose a mechanism for NELF function at 20E-dependent genes.

## Materials and methods

### Treatment of *Drosophila* S2 cells

*Drosophila* Schneider cell line 2 (S2) cells were maintained at 25 °C in ecdysone-free Schneider’s insect medium (Sigma) containing 10% FBS (HyClone). The treatment of S2 cells with 20-hydroxyecdysone (20E) (H5142, Sigma-Aldrich) was performed at a final concentration of 0.3 μM, as was described previously^1,2^. As different studies have employed various duration of 20E treatment to induce transcription, we limited our approach to only identify direct targets of 20E by limiting the time of 20E treatment to 1 h. This prevents primary-induced transcripts (which are in turn transcription factors) to be translated and shuttled back to the nucleus to affect transcription of their targets.

Immunoprecipitation^22^ and RNA interference-mediated knockdowns of GFP, NELF-A, B, D and E subunits of NELF complex, EcR and Spt5 in *Drosophila* S2 cells^2^ were performed as previously described. Efficiency of RNA knockdown was evaluated by qPCR and Western-blot and provided at Fig. S1. Chemo-luminescence signal was detected under ChemiDoc gel imager (Bio-Rad) and photographed using Image lab 4.1 software. All full-size images of Western blots are provided in the Supplementary information file. We regret not being able to provide the visible bottom edges of some full-size Western blots. They were lost during photographing to ensure the best possible resolution for meaningful lines.

### ChIP, ChIP-Seq

The chromatin immunoprecipitation (ChIP) was performed exactly as previously described^23^. ChIP-Seq libraries were obtained using the NEBNext DNA library preparation kit (New England Biolabs). Only the library fragments of 250–500 bp were subjected to NGS sequencing. New generation sequencing was performed by Evrogen (evrogen.ru) with the Illumina NovaSeq6000 sequencer. For each of the ChIP‐Seq libraries, approximately 5–14 millions of unique paired mappable reads were obtained. The paired‐end reads in FastQ format were mapped to the *Drosophila* genome assembly dm6 using Bowtie2^24^ and filtered (with minimum MAPQ quality score = 5).

BigWig files were generated using bamCoverage 3.0.2 with scores representing number of reads normalized by the size of the library (the protein binding levels were normalized to the genome content—calculated as RPGC: number of reads per bin/(total number of mapped reads * fragment length/effective genome size)^25^. The final bigwig files (representing the protein binding profiles) were obtained using bigwigcompare tool as ratio of ChIP signal to Input (all inputs were preliminary smoothed over a 1 kb window). Pile-up profiles were calculated as a median level of protein binding for the distributions of Rpb3, NELF-A, NELF-B and NELF-E near TSSs and Rpb3, NELF-A, NELF-B, NELF-E and CBP/Neijre near enhancers of 20E-dependent genes in *Drosophila* S2 cells. Pile-up profiles for the distributions of Rpb3, NELF-A and Pol II S2P in different stages of *Drosophila* development were also calculated as a median level. The CBP/Neijre binding sites in *Drosophila* S2 cells were defined by MACS2 with the following parameters: -gsize ‘120,000,000’ -keep-dup ‘1’-qvalue ‘0.01’ -mfold ‘5’ ‘30’ –bw ‘375’ 2 >  and 1 > macs2_stderr^26^. Corresponding input DNA was used as a control for peak calling.

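The authors' deposited table of the RNA-seq of S2 cells treated for 1 h with 20E or DMSO holds a test of each transcript between the conditions. In the authors' deposited table, 15664 of the 28704 transcripts were tested, and 74 transcripts of 69 genes were called different, with a largest q of 0.0423. In 20E, 64 called transcripts of 59 genes were higher and 10 were lower, by the authors' deposited table. An unadjusted p under 0.05 is listed there for 539 transcripts, 3.44% of those tested. The smallest p in the authors' deposited table, 5e-05, corresponds to a q of 0.0131, so that no transcript has a q under 0.01. Many called transcripts share this p, and the p-values of the named genes are whole multiples of it. It may therefore be the lowest p that the authors' test could give. Of the called transcripts, 43 were more than 2-fold higher without a pseudocount. Only 1 of the 223 tested transcripts listed at 0 in DMSO is called in the authors' deposited table, and none of the 75 of them that reached 1 FPKM in 20E is.

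Among genes with a call that the paper's text does not name, the largest rise on the log2(FPKM + 1) scale was that of CR43626. Without a pseudocount that of RpS6 was larger (12.8-fold against 10.9-fold). CR43626 is a noncoding RNA gene with 1 transcript and went from 25.6 FPKM (authors' bounds 19.8 and 31.3) to 279 FPKM (bounds 219 and 339). CG5455 rose from 6.32 FPKM (bounds 4.70 and 7.94) to 58.4 FPKM (bounds 46.0 and 70.9), and Hph from 17.5 FPKM (bounds 13.5 and 21.6) to 79.6 FPKM (bounds 62.3 and 97.0). RpS6 rose from 1.90 FPKM (bounds 0.917 and 2.88) to 24.3 FPKM (bounds 16.7 and 31.9), far below 68 other ribosomal protein genes without a lettered paralog, of which the lowest was at 922 FPKM in DMSO. Of the 10 genes called lower, 5 are mitochondrial protein genes. Among those with at least 1 FPKM in a condition, mt:ND6 and mt:ND2 fell most on the log2(FPKM + 1) scale (-1.12 and -0.945). HLHm3 and rost came next. HLHm3 went from 15.0 FPKM (bounds 11.2 and 18.8) to 8.07 FPKM (bounds 5.79 and 10.3) and rost from 64.2 FPKM (bounds 50.3 and 78.1) to 37.8 FPKM (bounds 29.2 and 46.4).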

A list of 20E-dependent genes (induced in S2 Schneider cells upon 1 h 20E treatment) was obtained previously^1^. 

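By the ratio of FPKM + 1, 46 of the 15598 genes were more than 2-fold higher in 20E-treated than in DMSO-treated cells, or 0.295% of all genes, and 5 genes were less than 0.5 times as high. The count depends on the pseudocount, since with 0.1 in place of 1 the same criterion gave 256 higher and 200 lower genes. Of the 46 genes, 31 had a lower bound in 20E above the upper bound in DMSO. These include CR43701, CR43708 and CG42577, listed at 0 in DMSO with both bounds at 0, where any lower bound above 0 passes. A transcript of 25 of the 46 genes is called in the authors' deposited table.

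The criterion was met by 10 of the 11 genes that the paper names as 20E-dependent. fa2h, with 1 listed transcript, rose from 8.38 FPKM (authors' bounds 4.63 and 12.1) to 80.2 FPKM (bounds 59.2 and 101). vri rose from 12.8 FPKM (bounds 9.86 and 15.8) to 126 FPKM (bounds 99.3 and 153), the highest ratio of these after *hr4* and *cg3394*. Eip74EF rose from 13.9 FPKM (bounds 10.8 and 16.9) to 58.3 FPKM (bounds 45.8 and 70.8). Eip78C, at 3.42 FPKM in DMSO (bounds 2.47 and 4.38), reached 11.7 FPKM (bounds 8.95 and 14.4). Eip75B had the highest level in DMSO of these genes, 52.8 FPKM (bounds 41.2 and 64.3), and rose to 145 FPKM (bounds 112 and 177). rgr rose from 27.2 FPKM (bounds 21.3 and 33.2) to 65.3 FPKM (bounds 51.6 and 79.1). CG1607 went from 1.42 FPKM (bounds 0.904 and 1.93) to 3.06 FPKM (bounds 2.17 and 3.96), a ratio of 1.68 with the pseudocount of 1 and of 2.17 without one.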

In the present study (Figs. 1, 2) we analyzed only the genes whose transcription demonstrated more than twofold induction upon 20E treatment (this exact list is provided in Table S1 in a .bed format). For the analysis, provided in Fig. 3, we selected only 9 20E-dependent transcripts whose promoter regions demonstrated more than twofold decrease in NELF B binding upon treatment with dsRNA against NELF-A/NELF-B (these top9 transcripts are listed in Table S2 as a .bed). The remaining 27 transcripts of 20E dependent genes which NELF-B promoter-bound level doesn’t change upon NELF-A/NELF-B RNAi were used for the Fig. S2 and listed in Table S3 as a .bed. For the analysis in Fig. 4 we selected only 20E-dependent genes demonstrating transcriptional induction both at 10–12 h of embryogenesis and during puparium formation according to the study provided by Graveley et al^27^. A list of 20E-dependent genes (12 transcripts), expressed both during embryogenesis and pupariation, is provided in Table S3.

A list of enhancers of rapidly induced 20E-dependent genes was generated based on the following criteria: presence of a CBP/Neijre peak, absence of a TSS, and location within a 20E-induced gene (a list of 20E-induced genes was taken from Table S1).

The Galaxy-P platform was used for analysis of ChIP-Seq data^28^. All obtained ChIP-Seq data were deposited into the Gene Expression Omnibus—GSE156847.

GRO-Seq data were described previously and deposited as GSM3274627 and GSM3274628^29^. ChIP-Seqs of FLAG-EcR from S2 Schneider cells were deposited and described previously as GSE139316^3^. RNA-Seqs from 1 h DMSO- or 20E-treated S2 Schneider cells were described previously but were not deposited in GEO (thus now we provide these data in GSE156847^1^. Developmental RNA-seq data were obtained from modENCODE_mRNA-Seq project^30^—downloaded from the http://data.modencode.org (described for the first time in ref.^27^). We did not use any figures or text from the previously published manuscripts—only data deposited in free access databases.

### Statistical analysis

Pile-up profiles for Fig. 1D were calculated using DeepTool2 as a mean of GRO-Seq signal (estimated as a number of reads at the corresponding position of the *Drosophila* genome)^25^. The standard error was calculated and displayed on the graphs as lighter areas around the main line of the profile.

Transcriptional induction level in Fig. 1E and in Fig. S5 was calculated as a ratio between transcriptional level of corresponding gene in a particular experiment and mock RNAi treated uninduced cells sample (and normalized on tubulin mRNA). The data are mean values from three independent biological experiments, error bars represent standard deviations. Asterisks indicate significance levels (Student’s t-test), **—*p*-value < 0.01, *—*p*-value < 0.05. Statistical analysis was performed relative to the transcriptional induction levels of the genes in GFP dsRNA treated S2 cells.

The correlation for the impact of NELF-A, NELF-B, NELF-D and NELF-E subunits knockdowns on transcriptional induction levels of 20E-dependent genes provided in Fig. 1F was calculated using Pearson’s correlation test. The heat map reflects the calculated R values.

Pile-up profiles of ChIP-Seq and RNA-Seq signals in Figs. 2, 3, 4, Figs. S5, S7 and Fig. S9 were calculated as a median using DeepTool2^25^. NELF-A, NELF-B, NELF-E, Rpb3, Pol II Ser2P and Pol II Ser5P binding levels were estimated as an enrichment (ratio of corresponding ChIP-Seq signal over input DNA). CBP/Neijre and FLAG-EcR binding levels were estimated as difference between ChIP-Seq signal and Input. RNA-Seq signal represent a number of reads at the corresponding position. The standard error is displayed on the graphs as lighter area around the main line of the profiles.

NELF-A, NELF-B and NELF-E binding levels at the Fig. 4D and NELF-B and EcR binding levels at the Fig. S8 were calculated as an enrichment of ChIP signal at the corresponding locus to the control region (28S ribosomal RNA gene locus). Mean levels were provided basing on results of three independent biological experiments. Standard deviations were calculated and provided as error bars.

Transcriptional levels in Fig. S1 represent transcriptional level of the subunit in the corresponding knockdown compared to subunit expression in K- in percent. Data are mean values from three independent experiments, error bars represent standard deviations.

### Collection of the material corresponding to different *Drosophila* developmental stage

The flies of Oregon-R-modENCODE stock were used (corresponds to Bloomington stock 25,211). Embryos were collected in the fly cages for 2 h using apple juice agar plates. Then plates were incubated at the 25 °C for the required period of time. The time after egg laying (AEL) was calculated starting from the moment the agar plates were placed in the fly cages.

L3 larvae, corresponding to the puff stage 1–3, were collected by culturing larvae in the fly media supplemented with 0.05% bromophenol blue to mark the guts of feeding animals (L3 larvae had dark blue gut). Prepupae corresponding to 0–1 h after puparium formation (APF) were collected according to description of this developmental stage: white motionless prepupae starting to evert their anterior spiracles.

For the ChIP-Seq experiments embryos were dechorionized, washed and homogenized in a buffer (60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES pH7.6, 0,5% Triton X-100) containing 0.7% of formaldehyde for 10 min and incubated for 5 min with 125 mM Glycine. Then cells were washed for three times with homogenization buffer. The remaining ChIP protocol was performed as described previously^23^.

To validate our material collected from the various developmental stages we measured transcription of *dhr3* and *hr4* genes induced by 20E (these data are provided in Fig. S3).

### Antibodies

Pol II S2P and Pol II S5P antibodies were purchased from Sigma-Aldrich (Ab5095 and Ab5131). For the ChIP-Seq analysis of CBP/Neijre, Rpb3, Spt5, NELF-A and NELF-E we used previously described antibodies^2,3^. Antibodies against NELF-B (epitope corresponding to 150–594 amino acid residues) were generated in this study. The epitopes for antibody production were expressed as 6 × His-tagged fusion proteins in *Escherichia coli*, affinity-purified on Ni Sepharose 6 Fast Flow (GE Healthcare), according to the manufacturer’s protocol, and injected into rabbits, following the standard immunization procedure. Antibodies were affinity-purified using the same epitopes as were used for immunization. The specificity of antibodies against EcR, Spt5, NELF A and NELF B was characterized in the RNA interference experiments by the specific depletion of corresponding proteins (Figs. S1–S4). Antibodies production was performed according to procedures outlined in the NIH (USA) Guide for the Care and Use of Laboratory Animals. The protocol used was approved by the Committee on Bioethics of the Institute of Gene Biology of the Russian Academy of Sciences. All procedures were performed under conditions designed to minimize suffering.

## Results

### EcR and NELF subunits co-immunoprecipitate from nuclear extracts of 20E-induced and uninduced *Drosophila* S2 cells

Previously, *Drosophila* S2 cells were shown to be suitable for the investigation of the ecdysone response as most ecdysone cascade genes are expressed upon 20E treatment^1^. 

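RNA-seq of this system covered S2 cells, a cell line derived from *Drosophila* embryos, treated for 1 h with 0.3 μM 20E or with DMSO, the solvent. GEO's sample labels list 2 libraries per condition. The authors deposited 1 FPKM value (fragments scaled to transcript length and library size) per condition for each of 15598 genes and 28704 transcripts under FlyBase identifiers. Each FPKM of a gene comes with the authors' lower and upper confidence bounds, whose level is not named in the tables. The tables do not state how the 2 libraries entered a column. Because there are no replicate columns, no SD between replicates can be given, and all comparisons rest on the authors' values and bounds. The layout of the tables is that of Cuffdiff, and the FPKM of a gene equals the sum over its transcripts.

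The summed FPKM was 858770 in DMSO and 895772 in 20E. A level of at least 1 FPKM was reached by 7616 genes in DMSO and by 7618 genes in 20E. The tables give no read counts, but low values of genes with a single transcript fell on whole steps. In DMSO, 92.5% of 439 such values lay within 0.15 of a whole number of steps, and in 20E 89.1% of 376 values did, where chance gives 30%. By the size of these steps, the 20E column rests on 1.48 times as many fragments per FPKM as the DMSO column. On a transcript of 2000 bases, 1 step was worth 0.00672 FPKM in DMSO and 0.00461 FPKM in 20E. For genes at 10 FPKM or more, the authors' upper bound lay a median of 23.0% above the FPKM in DMSO and 23.1% above it in 20E. Exactly 0 was listed for 4475 genes in DMSO and 4312 genes in 20E. Ef1alpha48D and both mitochondrial rRNAs are among them in both conditions, so a listed 0 is not read as absence of the transcript.

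Changes are given on the log2(FPKM + 1) scale, which understates the change of low genes, or as ratios of FPKM + 1 where so named. Positions are those of the deposited tables, which name no genome build. Of 8719 genes alone in their locus, 979 lie at the same place in the BDGP6 annotation, so positions of the tables and of BDGP6 were not combined.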

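Of 22 genes of the ecdysone cascade, a list drawn up from their names and from the paper before the data were examined, 19 had at least 1 FPKM in 20E-treated cells and 16 had this level in DMSO. At a limit of 5 FPKM, 16 of the 22 genes were expressed in 20E. Eip63F-1 and ImpE1 stayed under 1 FPKM in both conditions, and ImpE2 was listed at 0 in both. FPKM was higher in 20E for 16 of the 22 genes, and for 11 of them the ratio of FPKM + 1 was above 2. The ecdysone receptor gene EcR rose from 14.3 FPKM (authors' bounds 11.1 and 17.5) to 37.4 FPKM (bounds 29.1 and 45.7). EcR shares its locus with other annotated genes, so reads could be divided among them. The transcript of its partner, usp, was at 35.0 FPKM in DMSO and 36.9 FPKM in 20E, with overlapping bounds. Hr39 rose from 10.7 FPKM (bounds 8.13 and 13.3) to 30.7 FPKM (bounds 23.6 and 37.9), and Eip71CD from 67.6 FPKM (bounds 52.2 and 82.9) to 139 FPKM (bounds 109 and 168). The gene br, with 14 listed transcripts, rose from 6.98 FPKM (bounds 5.21 and 8.76) to 61.3 FPKM (bounds 46.8 and 75.8). It shares its locus with CG11509, whose ratio of FPKM + 1 was also above 2 but whose bounds overlap. By contrast, ftz-f1 went from 22.3 FPKM to 18.7 FPKM with overlapping bounds, and Eip55E, ImpL2, ImpL3 and Eip63E also had overlapping bounds. The highest level in 20E was that of ImpL2, at 612 FPKM. The paper states, from an earlier study of the same cells, that expression of most ecdysone cascade genes upon 20E treatment makes S2 cells suitable for investigating the ecdysone response.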

We used this system to evaluate the influence of the 20E hormone on the interaction between EcR and NELF. We first investigated interactions between NELF subunits and EcR in *Drosophila* S2 nuclear extracts using specific antibodies (Fig. 1A). We obtained specific antibodies against 3 out of 4 subunits of *Drosophila* NELF: NELF-A, NELF-B and NELF-E. Antibodies against NELF-A and NELF-E were previously briefly characterized^2,3^. In this report we provide their additional description together with information on properties of newly obtained antibodies against NELF-B (Fig. S1).

**Figure 1:**
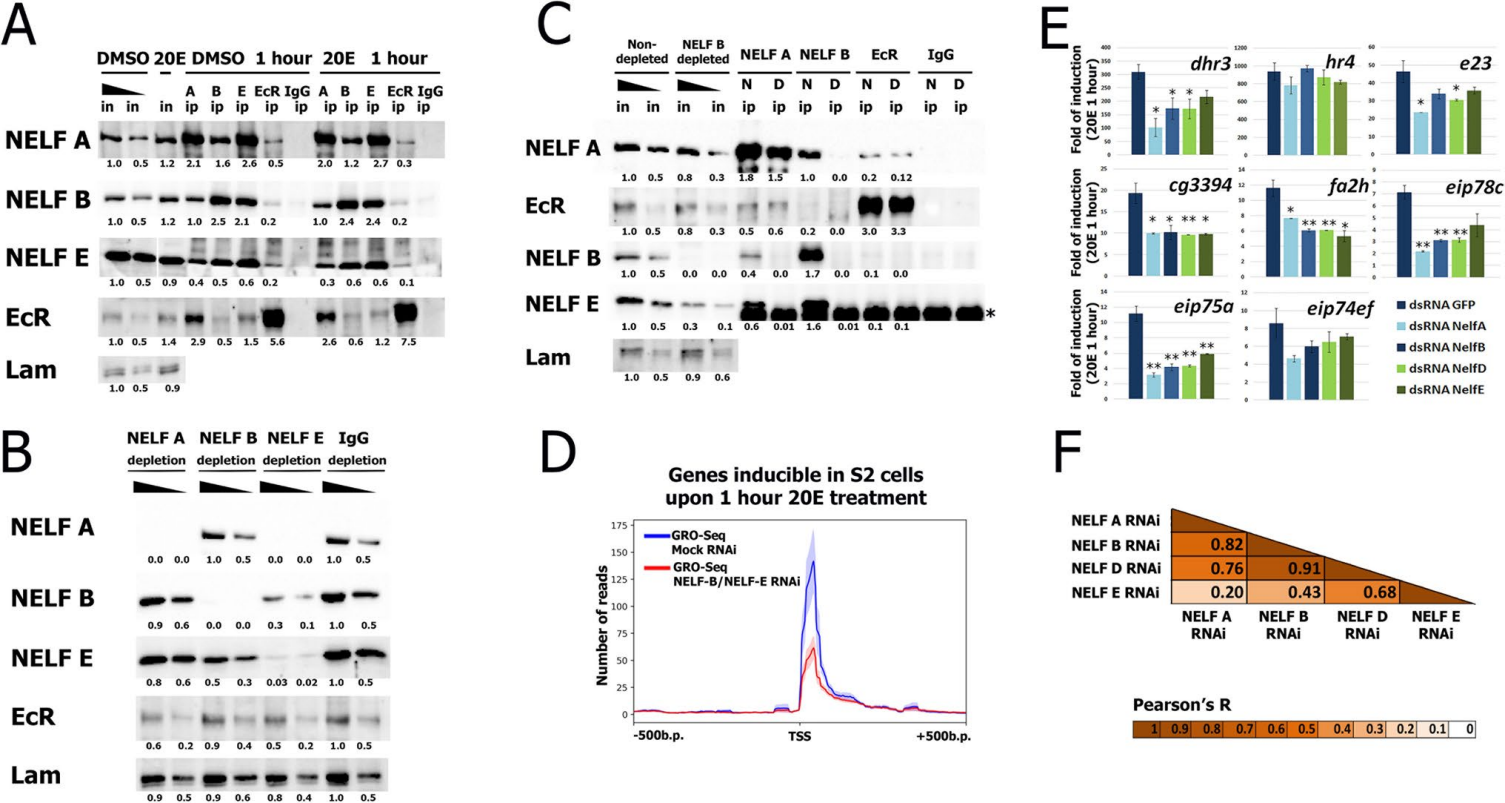
NELF complex interacts with EcR receptor and affects transcription of 20E-dependent genes. (**A**) Immunoprecipitations (IPs) from nuclear protein extracts of 1-h 20E- and DMSO- treated *Drosophila* S2 cells. Immunoprecipitations were performed with antibodies against NELF-A, NELF-B, NELF-E and EcR (a serum of non-immunized rabbits (IgG ip) was used as a negative control), which is indicated on the top of the figure. Western blots were stained with the corresponding antibodies indicated on the left of the figure. Anti-lamin staining was used as loading control. All input and IP samples were loaded on a single western blot. Western blot stained with anti-NELF-E antibodies included additional titration line between the control and treated cells inputs, which was cut for the uniform presentation of the results. The DMSO-treated input was loaded in the serial loadings (1, 0.5) and used as the calibration for measuring the intensities of the IP lanes in a TotalLab program. The numbers below the IPs represent the portions of precipitated proteins relative to loaded DMSO-treated input. The full-size original Western blots are provided in Fig. S11. (**B**) Depletion of NELF subunits from the protein nuclear extract of uninduced *Drosophila* S2 cells. Depletions were performed with antibodies against NELF-A, NELF-B and NELF-E (a serum of non-immunized rabbits (IgG) was used as in a negative depletion control), which is indicated on the top of the figure. Western blots were stained with the corresponding antibodies indicated on the left of the figure. Anti-lamin staining was used as loading control. All input and depletion samples were loaded on a single western blot. All the depletions were loaded in the same serial loadings (1, 0.5). IgG depletion was used as the calibration for measuring the intensities of the rest of the depletions in a TotalLab program. The numbers below the depletions represent the portions of loaded proteins relative to loaded IgG depletion. The full-size original Western blots are provided in Fig. S12. (**C**) Immunoprecipitations (IPs) from nuclear protein extracts of uninduced *Drosophila* S2 cells, with NELF-B depletion (D—depleted) or without it (N—non-depleted). Immunoprecipitations were performed with antibodies against NELF-A, NELF-B, NELF-E and EcR (a serum of non-immunized rabbits (IgG ip) was used as a negative control), which is indicated on the top of the figure. Western blots were stained with the corresponding antibodies indicated on the left of the figure. Anti-lamin staining was used as loading control. All input and IP samples were loaded on a single western blot. The inputs were loaded in the serial loadings (1, 0.5) and the non-depleted input was used as the calibration for measuring the intensities of the NELF-B depleted input and IP lanes in a TotalLab program. The numbers below the NELF-B depleted input and IPs represent the portions of precipitated proteins relative to loaded non-depleted input. The full-size original Western blots are provided in Fig. S13. (**D**) The level of 5′proximal transcription at 20E-dependent promoters in *Drosophila* S2 cells concomitantly treated with dsRNAs against NELF-B and NELF-E or dsRNA to beta-galactosidase (as mock RNAi) was estimated by GRO-Seq (the GRO-Seq data were taken from GSM3274627 and GSM3274628 (described for the first time in ref.^29^) and the list of 20E-dependent genes from our previous study^1^). Pile-up profiles were calculated as a mean of a GRO-Seq signal. The Y-axis units represent number of reads. The standard error is displayed on the graphs as lighter area around the main line of the profile. (**E**) Transcriptional induction levels of 20E-dependent genes in 1-h 20E-induced *Drosophila* S2 cells relative to DMSO-treated. The impact of NELF-A, NELF-B, NELF-D and NELF-E subunits of NELF complex on 20E response was estimated using RNA interference-mediated knockdown with corresponding dsRNA (GFP dsRNA was taken as a mock RNAi). Transcriptional levels were assessed by qRT-PCR. The Y-axis units represent fold of transcription induction which was calculated as a ratio between transcriptional level of corresponding gene in a particular experiment and mock RNAi treated uninduced cells sample (and normalized on tubulin mRNA). The data are mean values from three independent experiments, error bars represent standard deviations. Asterisks indicate significance levels (Student’s t-test), **—*p*-value < 0.01, *—*p*-value < 0.05. Statistical analysis was performed relative to the transcriptional induction levels of the genes in GFP dsRNA treated S2 cells. (**F**) Pearson’s correlation matrix for the impact of NELF-A, NELF-B, NELF-D and NELF-E subunits knockdowns on transcriptional induction levels of 20E-dependent genes in 1-h 20E-induced *Drosophila* S2 cells relative to DMSO-treated (the list of the genes is the same as on **E**). The heat map reflects the indicated R values.

All antibodies against NELF subunits successfully co-immunoprecipitated EcR, with antibodies against NELF-A demonstrating a stronger interaction. This may suggest a closer connection between EcR and this particular subunit of NELF, which is additionally corroborated by proximity-dependent biotin labeling of NELF-A with EcR/Usp APEX/BioID fusions^3^. In a reciprocal experiment, antibodies against EcR precipitated NELF-B, NELF-E, and, with a bit higher strength, the NELF-A subunit. We have quantified the amount of precipitated proteins relative to loaded inputs to more clearly demonstrate the observed interactions. Interestingly, interactions between EcR and NELF subunits were found to be independent of 20E hormone in the medium, suggesting that NELF binds the main ecdysone sensor both in the 20E-induced and uninduced *Drosophila* S2 cells.

### NELF-A can interact with EcR as a part of a partial NELF subcomplex lacking NELF-B subunit

An observed stronger association of EcR with NELF-A subunit than with NELF-B and NELF-E proposes the possibility of NELF-A interacting with EcR separately from the complete NELF complex. It is well proven that all NELF factor subunits are involved in the interaction with Pol II complex, but the existence of its partial complexes during loading onto chromatin cannot be ruled out^17^. To study this possibility, we performed a depletion of different NELF subunits from the protein nuclear extract of uninduced *Drosophila* S2 cells using specific antibodies against NELF-A, NELF-B and NELF-E (Fig. 1B).

The depletion experiment indeed revealed the existence of some subcomplexes formed by NELF subunits. The NELF-B depletion almost did not affect the level of NELF-A subunit in the nuclear protein extract but it decreased the level of NELF-E at least two times. Contrariwise, NELF-A depletion did not decrease the level of NELF-B and NELF-E. NELF-E depletion was shown to completely withdraw NELF-A from the nuclear extract and decrease the level of NELF-B. Thus, we suggest that NELF-A subunit can exist in *Drosophila* nucleus in a state of a separate subcomplex, also containing NELF-E.

As NELF-A was found to form a partial subcomplex, we decided to investigate if it can bind to EcR in the absence of NELF-B (Fig. 1C). We depleted NELF-B subunit from the protein nuclear extract of *Drosophila* S2 cells and performed immunoprecipitation using antibodies against NELF-A, NELF-B and EcR. We observed that NELF-B depletion does not impair the interaction between NELF-A and EcR thus demonstrating an ability of a partial NELF-A-containing complex to interact with the ecdysone receptor. We observed only weak interaction between EcR and NELF-E inside NELF-A partial complex, which is in line with the fact that this interaction is weak even in normal conditions.

Thus, basing on the results of depletion experiments we can assume that the interactions of NELF-B and NELF-E with EcR, that we observed in co-immunoprecipitations provided in Fig. 1A, are in fact indirect and mediated by NELF-A, as a part of a complete or partial NELF complex.

### The rate of abortive transcription at the proximal regions of 20E-dependent genes decreases upon knockdown of NELF subunits

As NELF is a major factor driving the *Drosophila* Pol II transcriptional pause, we presumed it may also be responsible for Pol II pausing at the 20E-dependent genes^31^. Pol II pausing has previously been observed at most 20E-dependent promoters even in their uninduced state^1,2^. To evaluate the role of NELF in Pol II pausing at uninduced 20E-dependent genes, we decided to observe a functional marker of pausing—the rate of abortive transcription. We analyzed a previously published GRO-Seq dataset that measured 5′ proximal transcription in cells concomitantly treated with dsRNAs against NELF-B and NELF-E^29^. We specifically selected genes that can be induced upon 1-h treatment with 20E^1,2^. The mean GRO-Seq signal was plotted +/− 500 b. p. around transcription start sites (TSSs) of 20E-dependent genes both in mock and NELF-B/NELF-E dsRNA-treated cells (Fig. 1D). We observed a significant decrease in GRO-Seq signals proximal to TSSs of 20E-dependent genes in uninduced cells upon knockdown of NELF subunits demonstrating the role of NELF in Pol II pausing.

### RNA interference-mediated knockdown of NELF subunits decreases the rate of 20E-dependent transcription induction in *Drosophila* S2 cells

To evaluate the functional role of NELF in productive transcription of 20E-dependent genes, we performed knockdowns of each of four NELF subunits (Fig. 1E and Fig. S1). *Drosophila* S2 cells were treated with dsRNA for five days and then 20E-dependent transcription was induced by incubating the cells with 0.3 μM 20E for 1 h. We observed a significant decrease in inducible 20E-dependent transcription for 7 out of 8 tested genes. More importantly, knockdowns of each of four NELF subunits had a very similar effect on 20E-dependent transcription in comparison to the control (with a lower effect of NELF-E knockdown). We estimated the values of Pearson’s correlation for each pair of NELF subunits knockdowns and found them to be strongly positive (Fig. 1F). This demonstrates that the complete NELF complex is essential for the 20E-dependent genes to reach their induced transcription state.

The effect of individual NELF subunit knockdowns was also evaluated for uninduced *Drosophila* S2 cells, where 20E-dependent genes are inactive (Fig. S5). NELF subunits depletion caused mild but significant decrease in uninduced transcriptional level of *eip75a* and *eip78c* genes, which are characterized with a higher level of basal transcription in comparison to other tested 20E-dependent genes. We did not observe an increase in a basal transcription of the tested 20E-dependent genes upon knockdown of NELF subunits, comparable with their induced level of transcription. Thus, NELF factor does not work as an active transcriptional repressor of 20E-dependent genes in *Drosophila* S2 cells.

Altogether, our results reveal that NELF is important for the induced transcription of 20E-dependent genes and participates in the maintenance of their uninduced state by means of a Pol II pause.

### NELF is present at the promoters and enhancers of 20E-dependent genes both in their induced and uninduced states

Next, we investigated direct participation of NELF subunits in transcriptional response of 20E-dependent genes by exploring their binding to genes regulatory regions. We performed ChIP-Seq analysis using antibodies against NELF-A, NELF-B, or NELF-E subunits in 20E- or DMSO-treated cells (Fig. 2A). Antibodies against Rpb3 were also used to mark Pol II binding. The binding of NELF subunits were explored specifically on a set of rapidly induced 20E-dependent genes^1^.

**Figure 2:**
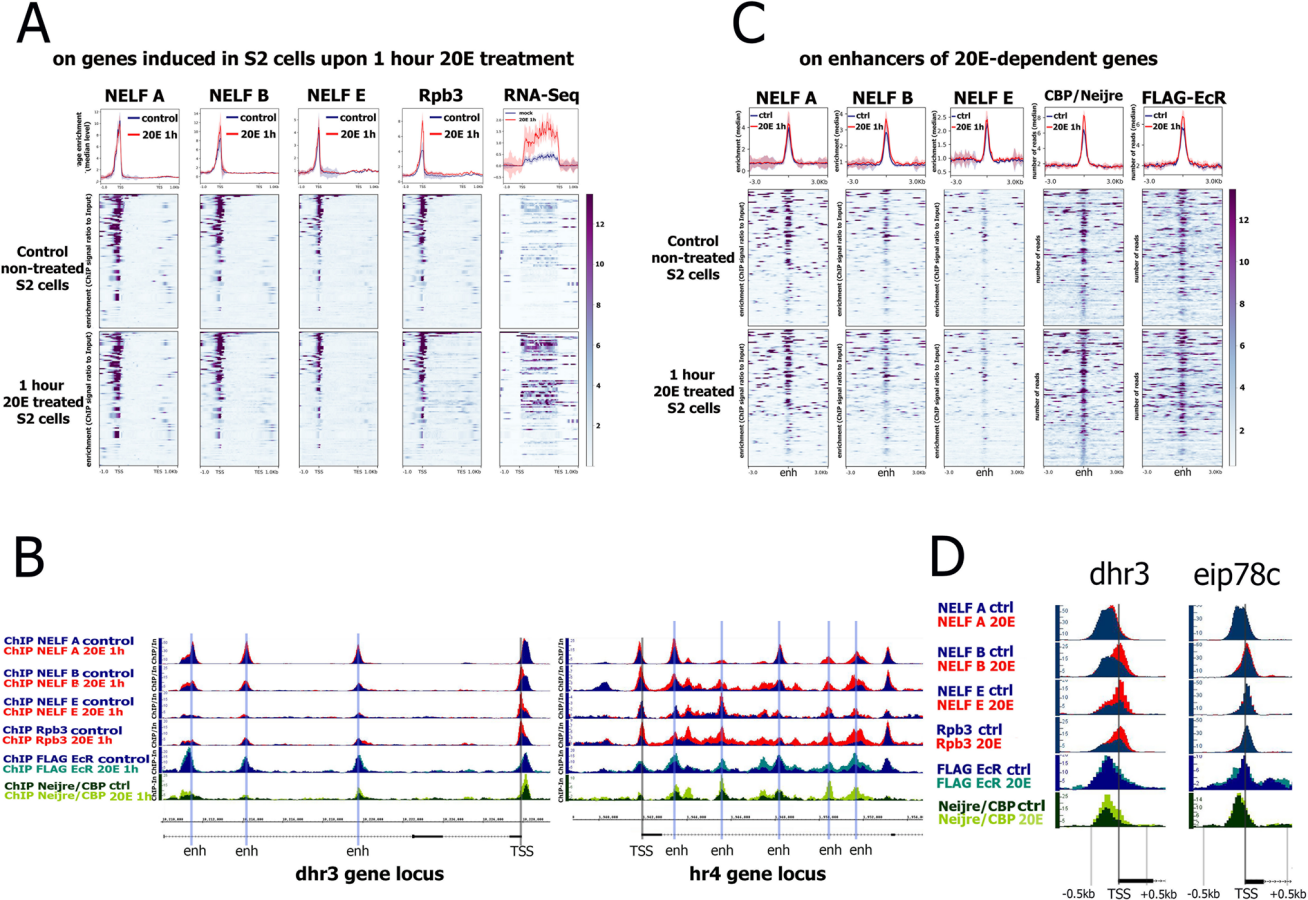
NELF complex subunits colocalize with promoters and enhancers of 20E-dependent genes. (**A**) Average distribution of NELF-A, NELF-B, NELF-E (NELF subunits) and Rpb3 (Pol II subunit) binding and an average of RNA-seq signal on 20E -dependent genes upon 1 h 20E treatment (20E 1 h) and in DMSO-treated (Control) *Drosophila* S2 cells. The list of 20E-dependent genes induced in *Drosophila* S2 cells upon 1 h 20E treatment was estimated in a previous study^1^. NELF-A, NELF-B, NELF-E and Rpb3 binding levels were calculated as an enrichment (ratio of corresponding ChIP-Seq signal over input DNA). Average profiles were generated using metagene mode (introns were ignored) and calculated as a median of NELF-A, NELF-B, NELF-E and Rpb3 binding level and RNA-seq signal, respectively. The standard error is displayed on the graphs as lighter area around the main line of the profiles. (**B**) Binding profiles of NELF-A, NELF-B, NELF-E, Rpb3, FLAG-EcR and CBP/Neijre at *dhr3*, *hr4* 20E-inducible genes. Grey lines indicate TSSs and enhancers (enh). Protein binding levels were estimated by ChIP-Seq. ChIP-Seq experiments were performed using 1 h 20E- or DMSO-treated *Drosophila* S2 cells (which is indicated on the left of the figure as 20E 1 h and Control, respectively). ChIP-Seq data on FLAG-EcR binding were loaded from GSE139316 and described previously in ref.^3^. (**C**) Average distribution of NELF-A, NELF-B, NELF-E, CBP/Neijre (GSE156847) and FLAG-EcR (GSE139316) on enhancers of 20E-dependent genes upon 1 h 20E treatment (20E 1 h) and in DMSO-treated (Control) *Drosophila* S2 cells. NELF-A, NELF-B, NELF-E binding levels were calculated as an enrichment (ratio of corresponding ChIP-Seq signal over input DNA). CBP/Neijre and FLAG-EcR binding levels were calculated as difference between ChIP-Seq signal and Input. Pile-up profiles were calculated as a median of protein binding levels. The standard error is displayed on the graphs as lighter area around the main line of the profiles. (**D**) Binding profiles of NELF-A, NELF-B, NELF-E, Rpb3, FLAG-EcR and CBP/Neijre at TSSs of *dhr3 and eip78c* 20E-inducible genes. Protein binding levels were estimated by ChIP-Seq. ChIP-Seq experiments were performed using 1 h 20E- or DMSO-treated *Drosophila* S2 cells (which is indicated on the left of the figure as 20E 1 h and Control, respectively). ChIP-Seq data on FLAG-EcR binding were obtained previously^3^.

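Over the 11 genes that the paper names as 20E-dependent, the median level in the RNA-seq was 3.63 FPKM in DMSO-treated and 46.5 FPKM in 20E-treated cells. All 11 genes were higher in 20E, each with a lower bound in 20E above its upper bound in DMSO. Their median log2 change was 1.99, above the medians of all 10000 random lists of as many genes matched on mean expression, which had a median of -0.0047. The paper takes its 20E-dependent genes from the earlier study in which it says this RNA-seq was described, so a rise of these genes in these columns is not an independent test. The percentile also does not account for differences between replicates. With a pseudocount of 0.1 the median log2 change was 3.24. The profiles of binding and of RNA-seq signal along the genes, and the full list of Table S1, were not analysed here.

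**Figure D1:**
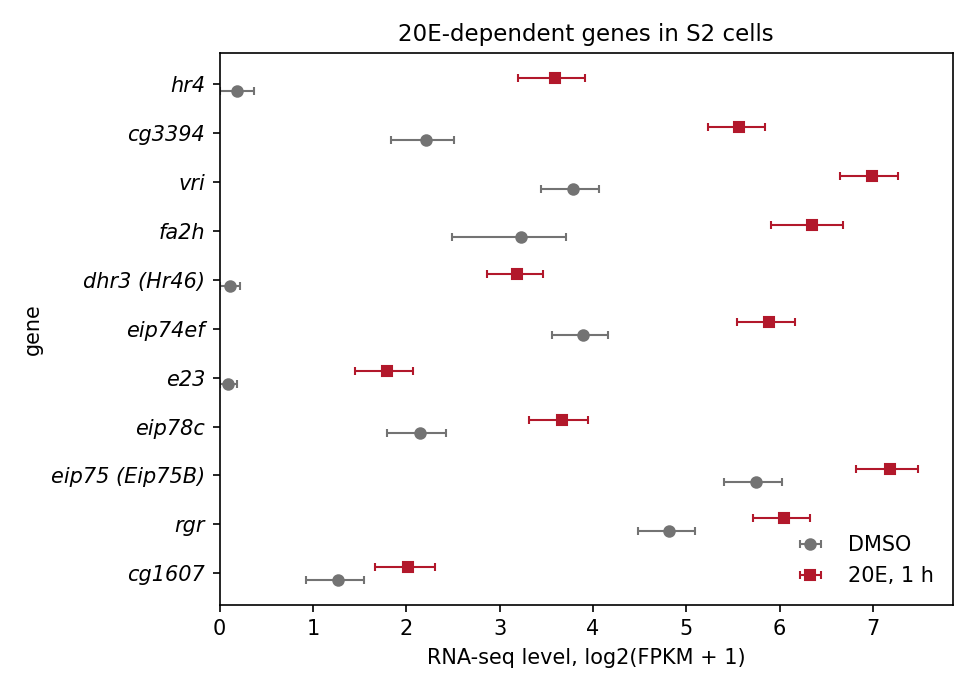
Level of each of the 11 genes in the RNA-seq, as log2(FPKM + 1), in DMSO-treated cells (grey circles) and after 1 h of 20E (red squares), ordered by the change on this scale. Points are the authors' values and bars their lower and upper confidence bounds, which do not overlap between the conditions for any of the 11 genes.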

We found that an enrichment of NELF subunits at the promoters of rapidly induced 20E-dependent genes is several times higher than NELF enrichment at the promoter of the averaged *Drosophila* gene (Fig. S5). We observed no change in binding of NELF subunits with 20E-dependent promoters before and after 20E treatment. These results corroborate our functional data, demonstrating the importance of NELF for induced response of 20E-dependent genes and maintenance of their uninduced, Pol II paused state. Simultaneous sorting of our ChIP-Seqs by NELF-A binding level demonstrated a positive correlation between amount of NELF subunits and Pol II bound at the 20E-dependent promoters (Fig. 2A). Thus, NELF may be recruited at Pol II-bound sites of 20E-dependent genes to restrain RNA polymerase II in a stable or temporal manner (i.e. during uninduced or induced transcriptional state).

Observations from NELF-averaged binding at 20E-dependent genes are reproduced at the level of an individual 20E-dependent gene (Fig. 2B). 

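In the RNA-seq of S2 cells, *dhr3* (listed as Hr46, FBgn0000448, in a locus on chromosome arm 2R from 6091617 to 6124853) was near the bottom of the measured range in DMSO, at 0.0834 FPKM with the authors' bounds at 0.00631 and 0.160. After 1 h of 20E it was at 8.14 FPKM (bounds 6.26 and 10.0), a rise of 3.08 on the log2(FPKM + 1) scale and of 97.6-fold without a pseudocount. *hr4* (Hr4, FBgn0264562, on chromosome X from 1835973 to 1903397) was at 0.138 FPKM in DMSO (bounds 0 and 0.289) and at 11.1 FPKM in 20E (bounds 8.18 and 14.0), a rise of 3.41 on the same scale and of 80.4-fold without a pseudocount. Both folds rest on low DMSO values, and the lower DMSO bound of *hr4* is 0. The positions of both genes are on an unnamed genome build, which need not be that of the paper's ChIP-seq. Among all genes, *hr4* had rank 4 and *dhr3* rank 11 by the rise on the log2(FPKM + 1) scale. Their 20E bounds overlap, so their induced levels cannot be ranked. In the authors' deposited table, 1 of the 6 transcripts of *dhr3* is called (FBtr0088368, p = 5e-05, q = 0.0131, from 0.0664 to 6.74 FPKM). For *hr4*, the authors' deposited table calls 1 of 9 transcripts (FBtr0333345, p = 0.0002, q = 0.0423, from 0.138 to 1.18 FPKM). Most of the *hr4* signal in 20E lay on transcripts listed at 0 in DMSO, led by FBtr0333341 at 5.34 FPKM, which the authors' deposited table does not call (p = 0.125).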

The distribution of NELF subunits at the *dhr3* and *hr4* loci, two of the most rapidly 20E-induced genes, is very well correlated with the profile of Rpb3. NELF subunits binding at the *dhr3* and *hr4* promoters increased upon 20E treatment, demonstrating involvement of NELF in an induced response of these genes. The level of NELF subunits at the *dhr3* promoter in its induced state was approximately two times higher than at the *hr4* promoter (the same as the level of Rpb3). These promoters represent an illustrative example of a strong correlation between chromatin-bound level of NELF factor and Pol II pause (a promoter-bound level of Pol II). The *hr4* promoter is in a less paused state and characterized with fewer amount of NELF and Pol II than *dhr3*. This may be the reason why we did not observe a change in an induced transcriptional response of the *hr4* gene upon the knockdown of NELF subunits (see the Fig. 1E). The presence of NELF subunits at the regulatory regions of *hr4* gene shows NELF involvement in induced transcription of this gene, but the lack of functional response on NELF knockdown demonstrates that Pol II pausing is not a critical regulatory step in this particular case^32^.

Close inspection of NELF distribution along individual 20E-dependent genes revealed the presence of NELF subunits (especially NELF-A) not only at promoters but also within gene bodies. This fact did not appear during investigation of averaged NELF profiles because they were calculated using coding regions of genes while some NELF subunits were found present at the sites located in the introns. To reveal whether these sites are intronic enhancers, we compared NELF subunits profiles with ChIP-Seqs of FLAG-EcR and CBP/Neijre, the ecdysone receptor and the major histone acetyltransferase marking enhancers, respectively. We indeed observed the presence of EcR and CBP/Neijre at NELF-bound sites at the bodies of the *dhr3* and *hr4* genes. To evaluate whether NELF is present in general at the enhancers of the 20E-dependent genes we plotted the average level of NELF subunits at the sites of enhancers (Fig. 2C). All three investigated subunits of NELF were found to bind enhancers of 20E-dependent genes, with NELF-A demonstrating slightly stronger binding. As the enhancers are bound by EcR, we presume these genomic sites to be the location of the observed protein interaction between NELF-A and EcR.

To verify the specificity of NELF enrichment at 20E-dependent promoters and enhancers, we plotted an averaged profile of NELF binding for the transcriptional end sites (TESs) of 20E-dependent genes (Fig. S7). We detected no enrichment of NELF subunits at the TES, thus proving the significance of their presence at the promoters and enhancers.

### NELF-A binding at 20E-dependent promoters corresponds to EcR-bound sites while NELF-B and NELF-E binding is shifted towards Pol II-bound sites

Upon close examination, we observed that at individual 20E-dependent promoters NELF-A binding does not exactly match binding of the NELF-B and NELF-E subunits (Fig. 2D). Instead, NELF-A binding is shifted towards EcR and CBP/Neijre-bound sites, which are located upstream the TSS (and presumably correspond to a closely located enhancer). Transcription induction provokes an increase in NELF-B and NELF-E binding at Pol II-bound sites of 20E-dependent genes. On the contrary, the level of NELF-A subunit remains similar after transcription induction and it does not shift towards the Pol II peak upon induction. This result demonstrates that the NELF-A subunit has a stronger association with EcR regulatory regions than the NELF-B and NELF-E subunits. This corroborates our current co-immunoprecipitation data, which showed interaction of a partial NELF-A-containing complex lacking NELF-B with EcR.

### Depletion of NELF subunits reduces promoter-bound level of RNA polymerase II both in the induced and uninduced states of 20E-dependent genes

To reveal the molecular role of NELF in transcription of 20E-dependent genes, we performed knockdowns of NELF subunits using RNA interference (Fig. 3A, B). It was challenging to obtain a sufficient reduction in the DNA binding level of individual NELF subunits upon their knockdown. This may result from an excess of NELF in the cell and its highly effective recruitment to genome targets. Therefore, we simultaneously treated cells with dsRNA against the NELF-A and NELF-B subunits. This resulted in considerably decreased intracellular protein levels of the NELF-A and NELF-B subunits and in reduction of transcription of corresponding genes (Fig. S1). We presumed that this double treatment impaired the state of both the partial and complete forms of NELF complex. Similarly, double knockdown of NELF-B and NELF-E subunits was previously employed to investigate the role of NELF in abortive transcription in *Drosophila* S2 cells^29^.

**Figure 3:**
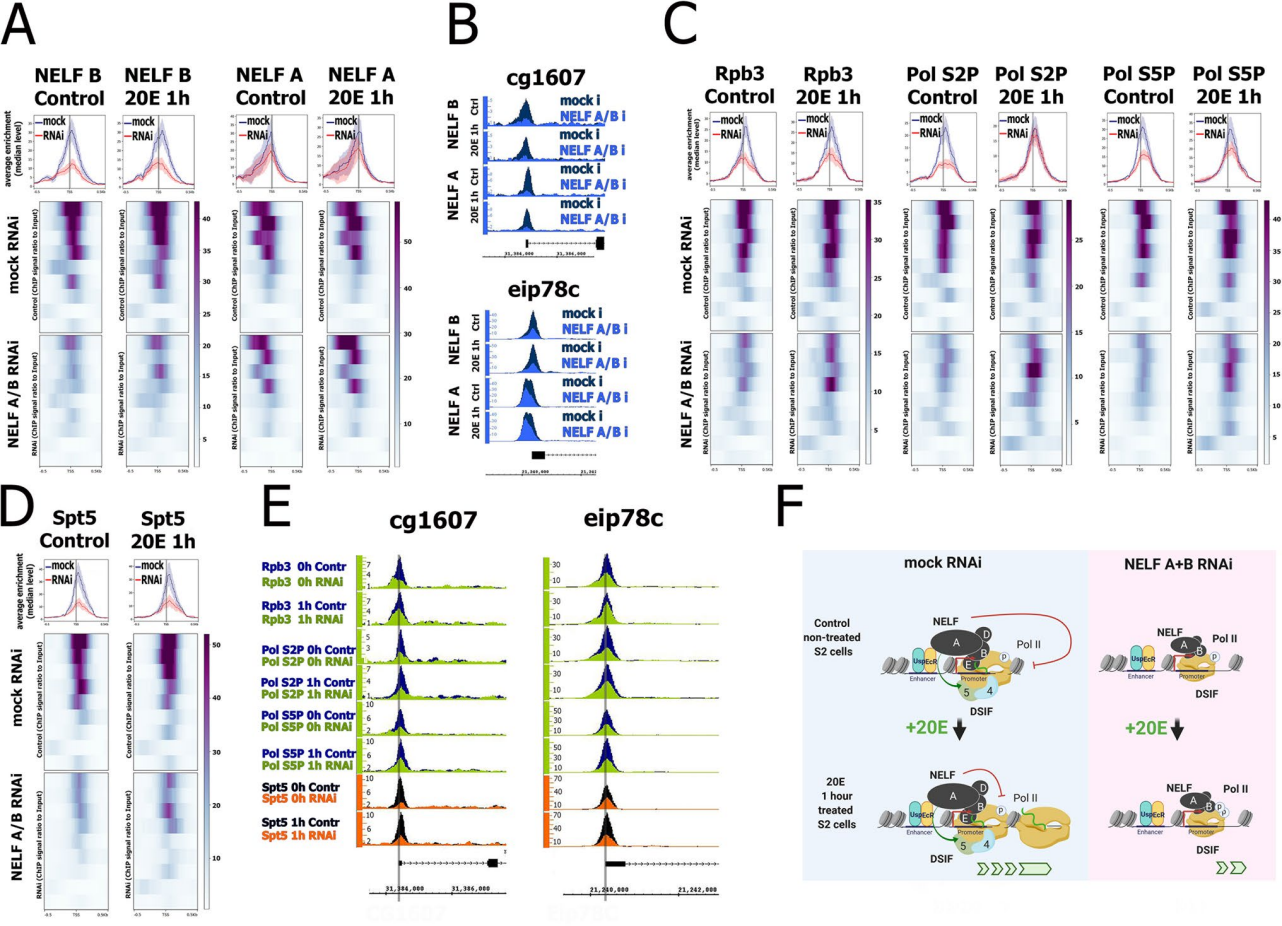
Depletion of NELF affects promoter-bound level of RNA polymerase II and DSIF in both the induced and uninduced states of 20E-dependent genes. (**A**) Average distribution of NELF-B and NELF-A subunits binding in 1 h 20E treated (20E 1 h) or in DMSO-treated (control) *Drosophila* S2 cells concomitantly treated with dsRNAs to NELF-B and NELF-A (RNAi) or dsRNA corresponding to GFP transcript (mock). Pile-up profiles were generated for the TSSs of nine 20E-dependent genes whose promoter regions demonstrated more than twofold decrease in NELF-B binding level upon treatment with dsRNA against NELF-A/NELF-B. All profiles were calculated as a median of proteins binding levels. The standard error is displayed on the graphs as lighter area around the main line of the profiles. (**B**) Binding profiles of NELF-B and NELF-A on TSS of *cg1607* and *eip78c* 20E-dependent genes in 1 h 20E treated (20E 1 h) or in DMSO-treated (control) *Drosophila* S2 cells concomitantly treated with dsRNAs to NELF-B and NELF-A (RNAi) or dsRNA corresponding to GFP transcript (mock). Protein binding levels were estimated by ChIP-Seq and represent the enrichment of ChIP-Seq signal over input. (**C**,** D**) Average binding distribution of Rbp3, Pol II, phosphorylated on Ser2 of CTD (Pol S2P), Pol II, phosphorylated on Ser5 of CTD (Pol S5P) (**C**) and Spt5 (**D**) in 1 h 20E treated (20E 1 h) or in DMSO-treated (control) *Drosophila* S2 cells concomitantly treated with dsRNAs to NELF-B and NELF-A (RNAi) or dsRNA corresponding to GFP transcript (mock). Pile-up profiles were generated for the TSSs of nine 20E-dependent genes whose promoter regions demonstrated more than twofold decrease in NELF-B binding level upon treatment with dsRNA against NELF-A/NELF-B. All profiles were calculated as a median of proteins binding level which was estimated as an enrichment. The standard error is displayed on the graphs as lighter area around the main line of the profiles. (**E**) Binding profiles of Rbp3, Pol II, phosphorylated on Ser2 of CTD (Pol S2P), Pol II, phosphorylated on Ser5 of CTD (Pol S5P) and Spt5 on *cg1607* and *eip78c* 20E-inducible promoters. Protein binding levels were estimated by ChIP-Seq as an enrichment. ChIP-Seq experiments were performed using *Drosophila* S2 cells upon 1 h 20E induction (20E 1 h) or DMSO-treated cells (control) concomitantly treated with dsRNAs against NELF-B and NELF-A (RNAi) or dsRNA corresponding to GFP transcript (mock). (**F**) Proposed model describing a role of NELF complex in transcriptional regulation of an average 20E-dependent gene (image created using BioRender.com). NELF complex is recruited to 20E-dependent promoters, possibly through interaction of NELF-A subunit with EcR/Usp dimer at 20E-dependent enhancers. NELF organizes Pol II pause on uninduced 20E-dependent genes and its depletion causes the decrease in Pol II promoter-bound level. During induced transcription NELF promotes formation of Pol II-elongating complex by stabilizing the complex between Pol II and DSIF.

We observed a stronger decrease in NELF-B binding compared to NELF-A and therefore we used the reduction in the NELF-B level to select genes with impaired NELF binding. Thus, we chose 9 genes with NELF-B binding reduced more than 2 times upon NELF-A/NELF-B knockdown (Fig. 2A) to further investigate NELF contribution to 20E-dependent transcription.

We observed a decrease in Rpb3 binding at 20E-dependent promoters upon double NELF RNAi in the uninduced state of genes (Fig. 3C). This result indicates that NELF is responsible for Pol II pausing at 20E-dependent genes in their uninduced state. NELF reduction impairs the pause, which results in a loss of Pol II and a decrease in abortive transcription (Fig. 1D). Three genes with the highest 20E-dependent induction level (*dhr3, e23, cg3394*) demonstrated both the high level of NELF binding and the rate of its decrease upon NELF subunits knockdown (Table S2). It is interesting, that RNA inference of NELF subunits in uninduced states of these genes led not only to decrease in abortive transcription but also to significant increase in productive transcriptional level (Fig. S5). This effect means that at least on some 20E-dependent genes in their uninduced state NELF restrains the transcription elongation process (which is a feature of Pol II pausing).

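The gene *e23* (E23, FBgn0020445, on chromosome arm 2L from 3334871 to 3355000) rose in the RNA-seq from 0.0615 FPKM in DMSO (authors' bounds 0 and 0.138) to 2.47 FPKM after 1 h of 20E (bounds 1.74 and 3.20), or 1.71 on the log2(FPKM + 1) scale. The gene *cg3394* (FBgn0034999, in a locus on chromosome arm 2R from 20181621 to 20185646 that it shares with another gene) rose from 3.63 FPKM (bounds 2.56 and 4.70) to 46.5 FPKM (bounds 36.5 and 56.4), or 3.36 on the same scale. These positions too are on an unnamed genome build, which need not be that of the paper's ChIP-seq. The order of the 11 named genes depended on the pseudocount. With a pseudocount of 1, *cg3394* had rank 2, *dhr3* rank 5 and *e23* rank 7. With a pseudocount of 0.1, *dhr3* had rank 2, *e23* rank 3 and *cg3394* rank 4, behind *hr4*. Without a pseudocount *e23* was 40.1-fold and *cg3394* 12.8-fold higher in 20E, at ranks 3 and 4. In the authors' deposited table, 1 transcript of *cg3394* is called (FBtr0072268, p = 5e-05, q = 0.0131). None of the 3 transcripts of *e23* is called in the authors' deposited table, and the smallest p among them there is 0.0350.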

The molecular role of NELF in induced transcription of 20E-dependent genes is less clear. We detected a decrease in promoter-bound Rpb3 upon NELF RNAi after 20E-dependent transcription induction. At the same time, we observed much less decrease in the level of phosphorylated Pol II isoforms (Fig. 3C). Thus, we concluded that the relative level of Pol II phosphorylation (both at the CTD Ser2 and Ser5) on 20E-induced promoters increases after NELF-A/NELF-B knockdown. We hypothesized that the NELF knockdown could lead to the problem with the formation of productive Pol II elongation complexes.

The most well-described driver of eukaryotic Pol II elongation through chromatin is the DSIF factor^33^. We decided to check whether binding of the Spt5 subunit of DSIF to Pol II is abrogated by NELF depletion (Fig. 3D). Indeed, we detected a significant decrease in promoter-bound Spt5 at 20E-dependent genes both in their induced and uninduced states upon NELF subunits knockdown. One possible explanation for the decrease in DSIF binding upon NELF depletion is a reduction in overall promoter-bound Pol II, as DSIF is recruited to chromatin through a direct interaction with Pol II^17,34^. However, we suppose that there is an additional NELF-dependent loss of DSIF at 20E-dependent genes. Close comparison of the decrease in median levels of Rpb3 (Fig. 3C) and Spt5 (Fig. 3D) at 20E-dependent promoters demonstrates that reduction of Spt5 binding exceeds changes in Rpb3 level, especially in the induced state. The median decrease in Rpb3 binding does not exceed two times, while Spt5 reduction is about three times. To demonstrate that NELF depletion does not influence the global level of Rpb3 and Spt5 binding we plotted an averaged profile of these proteins at 20E-dependent promoters, which demonstrates no reduction in NELF binding upon NELF depletion (Fig. S2). We also tested that the decrease in 20E-induced transcription upon NELF depletion is not a result of NELF-dependent loss of EcR (Fig. S8). We observed no decrease in EcR binding upon NELF-A/NELF-B double knockdown at the 20E-dependent promoters, which showed the strongest decrease in NELF binding.

The molecular effects observed in the averaged profiles of 20E-dependent genes impaired by NELF depletion are reproduced at individual promoters (Fig. 3E). We detected a considerable reduction in promoter-bound Pol II in the uninduced state of the *eip78c* and *cg1607* genes upon NELF depletion. The decrease in Rpb3 binding in the induced state of these genes was less prominent. On the contrary, we detected a considerable reduction in promoter-bound Spt5 upon NELF depletion in the induced state at *eip78c* and *cg1607*. The loss of Spt5 binding in the 20E-treated condition exceeded the reduction in Rpb3 binding level.

To demonstrate the effect of NELF-A/NELF-B depletion on transcription from 20E-dependent promoters, we depicted the molecular state of the promoters in *Drosophila* S2 cells before and after 20E-dependent induction (Fig. 3F). In the uninduced state, NELF promotes Pol II pausing and abortive transcription. After 20E-dependent induction, NELF maintains temporal pausing of Pol II, which is important for the stabilization of Pol II-DSIF complex. NELF depletion leads to loss of DSIF in the Pol II elongation complex, resulting in a lower rate of inducible transcription.

### NELF prepares 20E-dependent genes for upcoming transcription via Pol II pausing during the larva-to-pupa transition but not in embryogenesis

Ecdysone hormone is the main driver of *Drosophila* development. Its production is stimulated several times during development, which activates transcription of genes responsible for various vital decisions^35^. Among them are embryonic tissue specialization, larva molting, autophagy of some cell types and growth and differentiation of others during metamorphosis, pupal cuticle formation, etc^36^. A portion of genes that are directly induced with 20E are activated multiple times during development as they are transcription factors that are indispensable for the time-directed development of the organism^37^. We decided to dissect the mechanisms that regulate the transcription of 20E-dependent genes at different stages of development and determine the role of NELF factor in it.

We concentrated on two important developmental transitions: early hours of embryogenesis when the ecdysone cascade induction coincides with cell-type specialization and the larva-prepupal transition when an increase in 20E initiates formation of prepupa (Fig. 4A). Thus, we collected embryos at different stages (2–4 h, 20E-dependent genes are inactive; 6–8 h, transcription is initiated, and 10–12 h, they are actively transcribed). We also collected larvae approximately 12 h before pupariation, while they were actively feeding (corresponding to PS1-3), and 0–1 h after puparium formation (APF) (the former has a low level of 20E and the latter has active transcription of ecdysone-cascade genes). To validate the stage selection for our collected material we measured the transcriptional rate of *dhr3* and *hr4* 20E-dependent genes and demonstrated their active transcription during each developmental stage with a high level of 20E hormone production^1,27^ (Fig. S3).

**Figure 4:**
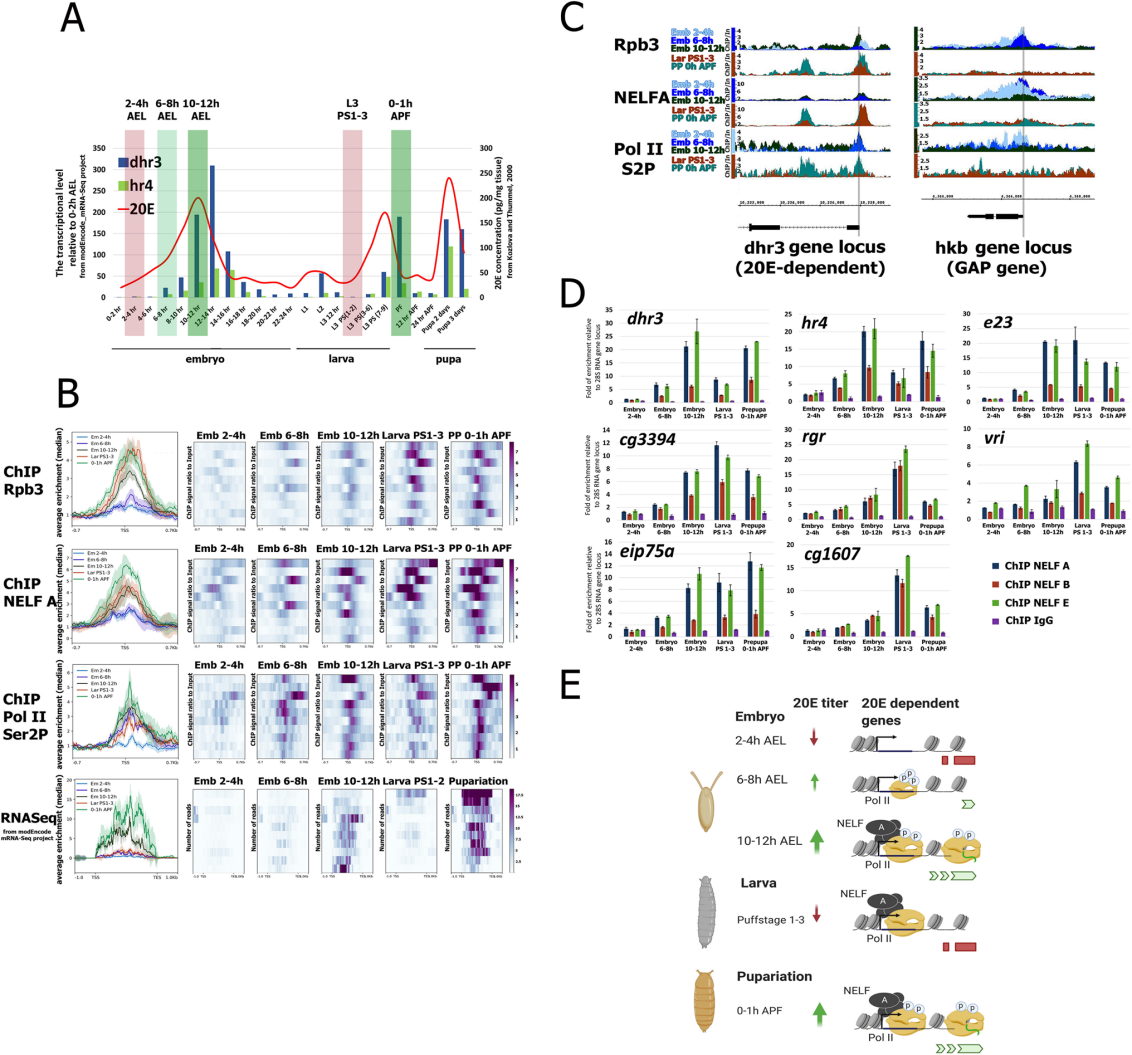
NELF organizes Pol II pause on 20E-dependent promoters during larva-to-pupa transition. (**A**) The transcription levels of *dhr3* (blue columns) and *hr4* (green columns) 20E-dependent genes during ontogenesis of *Drosophila* (from modENCODE_mRNA-Seq data^30^) relative to their transcription during 0–2 h after egg laying (AEL) (Y axis on the left of the figure). Purple and green transparent lines indicate the investigated developmental stages (2–4 h AEL, 6–8 h AEL, 10–12 h AEL, 3^rd^ stage larvae 12 h before pupariation (L3 PS1-3), 0–1 h after puparium formation (APF)). Red line indicates an average 20E concentration in the tissues (Y axis on the right) during *Drosophila* development (according to ref.^35^). (**B**) Average distribution of Rbp3, NELF-A and Pol II Ser2P binding on stably induced 20E-dependent genes at different developmental stages. A set of stably induced 20E-dependent genes was selected from the list of genes induced in *Drosophila* S2 cells after 1-h treatment with 20E, based on a criterion—to demonstrate an increase in the transcriptional level both by 10–12 h AEL and during puparium formation (according to modENCODE_mRNA-Seq data^30^). Protein binding levels were estimated by ChIP-Seq from corresponding developmental stage and calculated as an enrichment. Averaged RNA-seq profiles were calculated for 20E-dependent genes on different developmental stages, using the data from modENCODE_mRNA-Seq project^30^. Pile-up profiles were calculated as a median of Rbp3, NELF-A and Pol II Ser2P binding levels. The standard error is displayed on the graphs as lighter area around the main line of the profiles. (**C**) Binding profiles of Rpb3, NELF-A and Pol II S2P on *dhr3* 20E-inducible locus and on *hkb* locus (GAP gene) during *Drosophila* development. Protein binding levels were estimated by ChIP-Seq from corresponding developmental stage and calculated as an enrichment. Grey lines indicate the promoters. (**D**) ChIP analysis of NELF-A, NELF-B and NELF-E binding to promoters of some stably induced 20E-dependent genes at different developmental stages of *Drosophila*. The nuclear chromatin extracts were obtained from the same developmental stages as at (**B**, **C**) (indicated on the bottom of the histograms). Relative binding levels of NELF subunits were assessed by qRT-PCR. The Y-axis units represent the fold of enrichment relative to the control region (28S ribosomal RNA gene locus). ChIP with a serum of non-immunized rabbits (IgG) was used to assess the specificity of antibodies against NELF subunits. The data are mean values from three independent experiments, error bars represent standard deviations. (**E**) Proposed model of the changes in the state of 20E-stably induced promoters during *Drosophila* development (image created using BioRender.com).

We performed ChIP-Seq with material from the selected developmental stages using antibodies against Rpb3, Pol II phosphorylated at Ser2 in the CTD, and the NELF-A subunit (Fig. 4B). We chose 12 genes out of a set of rapidly induced 20E-dependent genes that are active during 10–12 h after egg laying (AEL) and 0–1 h APF, for further analysis (Fig. 4B)^1,27^.

Averaged profiles of Rpb3 binding at the promoters of stably induced 20E-dependent genes demonstrate the absence of Pol II binding during early hours of embryogenesis (Fig. 4B). Transcription induction of 20E-dependent genes during 10–12 h AEL coincides with an increase in both phosphorylated and promoter-bound Pol II. During later developmental stages when 20E-dependent genes are inactive (larva PS1-3) we still detected a high level of total Pol II with a decrease in Pol II phosphorylation, indicating that in larva 20E-dependent promoters are in Pol II paused state. Active transcription of 20E-dependent genes during the larva-to-prepupa transition is accompanied by an increase in Pol II phosphorylation but not its total promoter-bound level. Averaged profiles of NELF-A ChIP-Seq correlate very well with the amount of Rpb3 at 20E-dependent promoters. NELF-A does not bind 20E promoters until 10–12 h of embryogenesis but remains bound during their transcriptionally inactive state in larva PS1-3. Based on our results we presume that NELF participates in induced response of 20E-dependent genes both in embryogenesis and in prepupa as well as in organization of the Pol II paused state at the promoters in larva during temporal inactivation of 20E genes.

We used GAP genes (*btd, cad, kn, gt, hb, hkb, kr, slp1, tll*) as a set of control genes that have alternative developmental transcriptional profiles, as their transcription is induced during the first hours of embryogenesis and responsible for embryo segmentation (Fig. S9). Averaged profiles of our ChIP-Seqs on promoters of these genes demonstrate that Pol II and NELF bind only during embryogenesis. We did not detect the presence of Pol II and NELF at these genes in larva PS1-3, when these factors were found to bind 20E-dependent promoters. It is interesting to note that NELF-A does not bind GAP genes in early embryos where these genes are actively transcribed and loaded with Ser2-phosphorylated Pol II. NELF-A is later recruited at the promoters of these genes (6–8 h AEL) and its recruitment coincides with a decrease in the phosphorylation of Pol II (and an increase of its total amount on the promoter possibly due to Pol II pausing). Thereby, NELF is not involved in induced response of GAP genes but seems to drive a certain stage of their inactivation through decreasing phosphorylation of Pol II at their promoters and stalling the enzyme.

The change in NELF-A and Pol II binding on promoters of 20E-dependent and GAP genes observed in the averaged ChIP-Seq profiles is well reproduced at the individual genes (Fig. 4C). The most notable difference is the presence of a considerable amount of NELF-A and Pol II at the promoters of 20E-dependent but not at the GAP genes during larva PS1-3 stage. This can be attributed to Pol II pausing as a temporal mechanism of inactivation of the genes whose transcription is induced multiple times during development.

To find out whether the complete NELF complex is involved in induced response of 20E-dependent genes both in embryogenesis and during larva-to-pupa transition, we performed ChIP analysis using antibodies against NELF-B and NELF-E, in addition to NELF-A (Fig. 4D). A significant level of the enrichment was demonstrated for all tested NELF subunits at the promoters of 20E-dependent genes (with a strong positive correlation in a presence of NELF-A, NELF-B and NELF-E during 10–12 h of embryogenesis, larva PS1-3 and 0–1 h APF) (Fig. S10). As the presence of all of the NELF subunits were previously shown to be important for establishing of Pol II paused state, we draw a conclusion that the complete NELF complex is involved in Pol II pausing at 20E-dependent promoters in *Drosophila* development^17^.

We presume that transcriptional activation of 20E-dependent genes proceeds through different mechanisms during embryogenesis or metamorphosis, as visualized in our model (Fig. 4E). In the early hours of embryogenesis, NELF and Pol II do not bind 20E-dependent promoters. Transcriptional induction of 20E-dependent genes occurs through a mechanism of Pol II recruitment. However, after transcriptional inactivation of 20E-dependent genes in late embryogenesis, Pol II and NELF are not removed from the promoters of these genes and their transcription is inactivated via Pol II pausing by NELF. Thereby, transcriptional induction of 20E-dependent genes during metamorphosis does not include Pol II recruitment but represents the stimulation of a pause release through Pol II phosphorylation.

## Discussion

In our recent work we revealed an interaction between the EcR/Usp and NELF-A subunit of the Negative elongation complex^3^. Our present study was aimed to describe the relationships which exist between NELF and EcR and its role in 20E-dependent transcription.

### A partial NELF complex is present at the EcR bound sites

We first demonstrated that EcR indeed interacts with the complete NELF complex, with a stronger interaction between EcR and the NELF-A subunit. In the depletion experiments we observed the ability of EcR to bind also a partial NELF-A containing complex, lacking NELF-B. This result provides a new perspective on the mechanism of NELF loading at promoter-bound Pol II.

We assume the possibility of a step-by-step assembly of the NELF complex at 20E-dependent loci. An observed interaction between NELF-A-containing partial complex and EcR may occur at the EcR-bound enhancers and be an initial step of NELF recruitment. The formation of a NELF complex is completed at the Pol II bound sites by the recruitment of other subunits. Indeed, a high level of the NELF-A subunit on the regulatory regions of 20E dependent genes coincides with EcR binding, while the binding of other NELF subunits presents distinct features. NELF-B and NELF-E are almost scarce at EcR bound sites, but precisely colocalize with Pol II. The very good question is how partial NELF is redistributed from EcR-bound enhancers to the Pol II-bound sites. Most likely, it is a result of three-dimensional interaction between 20E-regulatory regions. But to test this hypothesis, additional experiments are obviously needed.

Interestingly, the mechanism of NELF functioning has been the subject of many detailed studies, while the process of its recruitment to a regulated gene is not well understood. We searched the literature to understand whether the recruitment of the NELF complex to its targets through interaction with nuclear receptors is widespread or not. It turned out that the interaction of EcR and NELF is not the only example. It was previously demonstrated that the NELF-B subunit of the human NELF complex interacts with the estrogen receptor (ER) and represses ERα-mediated transcription^38^. Another component of the murine NELF complex, the NELF-C/D subunit, directly interacts with androgen receptor (AR) as well as represses an androgen signal‐transduction cascade by decreasing the stability of AR^39^.

### NELF organizes the Pol II pause at the uninduced 20E-dependent genes

NELF plays a dual role in the transcriptional regulation of 20E-dependent genes described in the present study. On one hand NELF participates in Pol II pausing at uninduced state of these genes, and on the other hand it is involved in their induced transcriptional response. We have demonstrated that NELF depletion causes the disruption of Pol II pause during the uninduced state of 20E genes, which is confirmed by a decrease in Pol II binding to the promoters and in the level of abortive promoters-proximal transcription. Some of 20E-inducible genes show a significant increase in their productive transcription in the uninduced state upon NELF subunits knockdown. This effect very well corresponds to the behavior of *hsp70* gene. This classical *Drosophila* Pol II pausing model gene demonstrates three times increase in its productive transcription elongation upon NELF knockdown, which is assumed to be an evidence of NELF role in restraining of the Pol II elongation process^9,40^. However, NELF knockdown doesn’t result in the activation of the 20E genes to their fully induced transcriptional levels. NELF does not function as an active repressor of 20E-dependent genes. We suggest, that its presence at these genes in their uninduced state prepares them for the forthcoming transcription via Pol II pausing, which coordinates their response to 20E.

The recently described structure of the Pol II-DSIF-NELF complex has shed light on the molecular function of NELF in Pol II pausing^17^. NELF binds the polymerase funnel, bridges two mobile polymerase modules, and contacts the trigger loop, thereby restraining Pol II mobility that is required for pause release. All of these NELF properties are in line with its role as a pausing factor, which prepares genes for the forthcoming transcription. Much less clear is how NELF restraining of Pol II is integrated in induced transcription of the genes^14,41^.

### NELF promotes formation of the Pol II elongating complex by stabilizing the Pol II-DSIF interaction

Our present work demonstrates the inability of 20E-dependent genes to reach their full inducible level upon NELF depletion. We link the given function of NELF with its role in stabilization of a complex between DSIF and Pol II in the early moments of elongation of 20E-dependent genes. It is known that in DSIF-depleted cells, a fraction of Pol II molecules is dislodged during elongation, thus decreasing the number of Pol II complexes that complete the transcription cycle^33^. Another study demonstrated that DSIF is globally required for Pol II accumulation at the promoters and for the majority of productive mRNA synthesis^42^. Thus, we think that the presence of NELF on the promoters of actively transcribed genes allows it to indirectly influence the elongation of Pol II, affecting the stability of the complex between DSIF and Pol II inside temporarily paused Pol II complex. Although previously observed, the effect of NELF on the stabilization of the complex between Pol II and DSIF is not well-described. Early in vitro assays investigating DSIF and NELF loading revealed that the presence of DSIF in the Pol II complex is essential for NELF binding^34^. But the reverse impact was also observed: in low concentrations DSIF was unable to bind Pol II in the absence of NELF. In a more recent structural study, it was shown that a NELF-A subunit ‘tentacle’ contacts the DSIF factor within the Pol II-DSIF-NELF complex^17^. This direct interaction actually may stabilize the complex between DSIF and Pol II.

At the same time, the leading effect of NELF on the induced transcriptional response may be the stabilization of the temporary Pol II pause, which provides the necessary time for the formation of a productive elongation complex.

### NELF is involved in Pol II pausing of 20E-dependent genes in *Drosophila* development

20E-dependent genes are rather unusual in that they are activated repeatedly in development. A recent study by Uyehara and McKay compared the changes in EcR binding across the *Drosophila* genome during the larva-to-pupa transition in the wing imaginal discs^43^. They revealed a highly dynamic EcR binding to its target sites during development. However, comparing EcR binding in wing tissues and S2 cells of embryonic origin, they observed some common EcR binding sites. The presence of a constant set of genes that are induced by 20E in various tissues types was also reported by Shlyueva and colleagues^44^ in a study on ecdysone-dependent enhancers. But still, the processes that occur on promoters of these constant 20E targets at different stages of development were not characterized until now.

The present study deals specifically with a set of 20E constant targets, most of which are induced by 20E hormone in many cell types^45^. ChIP-Seqs of Pol II total, Pol II Ser2P and NELF during development allowed us to hypothesize a molecular mechanism driving transcription of 20E-dependent genes. According to our data, these genes are activated in embryogenesis by recruiting Pol II, retain bound Pol II on their promoters during larval stages, and are again activated in pupariation by stimulating release of the Pol II pause. We assume that NELF helps to maintain a Pol II pause at the promoters of 20E-dependent genes during *Drosophila* development, since NELF is responsible for the Pol II pause at 20E-dependent promoters in the cell culture. The presence of three out of four NELF subunits on 20E-dependent promoters at the larval stage, when these genes are inactive, but are preparing for the forthcoming induction, further confirms the involvement of NELF in the process of Pol II pausing.

The transient transcriptional pausing of 20E-dependent genes during larval development can be viewed as a type of transcriptional memory that allows genes to be easily reactivated^46^. It was shown, that in *Drosophila* embryo development the transcriptional memory plays an important role: transcription of gene in a daughter cell is activated faster and stronger if this gene was active in a mother nucleus^46^. The Pol II pausing was found to be a part of a mechanism implementing transcriptional memory—the transition of genes in the Pol II paused state during embryo development increases the likelihood of their activation^47^. Why a cell chooses transcriptional pausing for temporal inactivation of 20E-dependent genes remains to be seen—perhaps it preserves the competence of the tissue in which the ecdysone cascade has already been activated to repeat the activation in the course of metamorphosis.

Despite the multitude of previous studies on Pol II pausing mechanisms in early *Drosophila* development, the role of the NELF complex in these processes has mostly been overlooked^20,48^. Currently it seems that the role of this factor may go beyond spatiotemporal control of transcription activation—likely, NELF also impacts the quality of the produced transcripts, as well as contributes to transcription repression. We hope that the power of the available experimental techniques will make it possible to further dissect the role of NELF in these processes taking place at *Drosophila* developmental genes.

## Supplementary Information

Supplementary Figure.

How the deposited data were processed for this re-analysis (not part of the article)

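The samples of the study comprise ChIP-seq and RNA-seq libraries, and processed tables were used here for the RNA-seq of S2 cells treated for 1 h with 0.3 μM 20E or with DMSO, with 2 libraries per condition by the sample labels. The other samples were not analysed here.

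The authors deposited FPKM values for 15598 genes and 28704 transcripts, with 1 column per condition. The tables do not state how the 2 libraries entered it. For genes, the authors also gave the lower and upper confidence bounds of each FPKM and a status. For transcripts, the authors deposited the log2 fold change without a pseudocount, a test statistic or score, and the p-value and q-value of their test between the conditions. The column names are those of Cuffdiff. The paper's text names no aligner, no version and no genome build for the RNA-seq, and says that these data were described in an earlier study. Of the transcripts, 15664 were tested by the authors and 13028 were not, while 9 have a failed status and 3 had too much data. By gene, 2 genes in DMSO and 4 genes in 20E have a status other than OK.

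The design fixed at the start used limma on replicate columns, with the authors' own test to be reported as theirs if there were no replicate columns. The deposited tables hold none, so limma was not run, no p-value between conditions was computed from FPKM, and no SD or number of replicates is attached to a value. From the FPKM values, the change of each gene was computed as log2((20E + 1) / (DMSO + 1)). A gene counted as induced when the ratio of FPKM + 1 was above 2 and as reduced when it was under 0.5. The median change of a gene list was set against 10000 random lists matched on mean expression in 20 bins of rank. The number of induced genes in the locus of another induced gene or with at most 10 kb between the loci was compared with 10000 random lists of the same kind, a one-sided permutation test. The procedure for lists was tested on changes simulated over 15598 genes. There, 100% of 40 lists with a planted change were found, and the mean percentile of 40 unchanged lists was 54.3. The neighbour test was run on 20 random lists at the deposited positions with fewer permutations, and 0 had a neighbour p under 0.05. The simulated changes did not depend on expression and the planted change was large. The matching on expression and the finding of small changes were therefore not tested.

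Named genes were fixed by rule at the start. They are the genes of 4 lists (20E-dependent genes named by the paper, ecdysone cascade genes, genes of NELF, DSIF, Pol II, CBP and the receptor, and the GAP genes of the paper), and the 10 largest rises and 5 largest falls on the log2(FPKM + 1) scale among genes with at least 1 FPKM in a condition and a transcript that the authors call. Any other gene that the text names is given as an example or for the locus or gene family it belongs to, and was chosen after its values were seen.

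The depth is not stated in the tables. FPKM values of genes with 1 transcript of 1000 to 6000 bases were searched for whole-fragment steps, with transcript lengths from the BDGP6 annotation. The identifiers of 26584 transcripts (92.6%) and 14921 genes occur in that annotation. The steps give the relative depth of the columns and not the depth of each library, so precision is taken from the authors' bounds. BDGP6 was also used for transcript length, GC content, gene spans, exon bases shared between genes, and 50-base words that occur more than once in the genome, always by identifier.

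Alternatives were a pseudocount of 0.1 or none, limits on FPKM, other ratios, other limits on the authors' q, scaling or centring on the median, the transcript table, and other distances. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.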

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

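The tests on scaling between the conditions, overlapping exons and exchanged conditions were chosen after the results below had been seen.

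Among the 10 genes with the largest rises that the authors call, 5 are not among the 20E-dependent genes taken here from the paper's text and figures. The paper's text does not discuss the rise of these 5 genes. The paper's full list of genes induced more than 2-fold is in Table S1, which was not used here, so these genes may be on it. On the log2(FPKM + 1) scale the rise was 3.40 for CR43626, 3.13 for RpS6, 3.02 for CG5455, 2.96 for br and 2.12 for Hph. For each of the 5 genes the authors' lower bound in 20E lies above the upper bound in DMSO.

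Several technical explanations were tested. A difference in scaling between the conditions moves all genes alike, and the median log2 change of expressed genes was 0.00215, so the 5 genes rose relative to the median gene whatever the scaling. The share of summed FPKM in the 10 highest genes was 13.0% in DMSO and 13.5% in 20E, a difference of 0.508 percentage points. A few genes taking more of the signal would move the other genes alike, so this share does not bear on rises of single genes. The median transcript length of the 4 genes with a length in BDGP6 lay at percentile 86.42 of lists matched on expression, and their median GC content at percentile 10.6. The genes were chosen among called ones, which have long transcripts (see the other observations), so this percentile cannot count against short transcripts. Singly, the transcripts of CR43626 (3061 bases), CG5455 (2890 bases) and br (9822 bases) are longer than the median of such lists. GC content was 37.9% for CR43626, 44.5% for br, 49.2% for CG5455 and 55.9% for RpS6, on both sides of the 49.8% median of such lists. The GC median therefore decides nothing for a single gene. BDGP6 models can differ from the deposited ones: for CR43626 the BDGP6 transcript has 3061 bases and the deposited locus 2096. Without the 647 genes whose BDGP6 transcript is longer than their locus, the percentiles for the 3 genes left were 72.59 for length and 39.48 for GC content, a setting chosen after seeing the data. These medians do not speak for RpS6, whose transcript has 960 bases against a median of 1905.5 in such lists. With reads shared with near-identical copies, 50-base words of a gene would recur in the genome, but 0% did in each of the 4 genes tested, with Hph untested because its identifier is not in BDGP6. With the conditions exchanged by mislabelling, genes of the ecdysone cascade would be lower in the 20E column. Of 14 such genes outside the paper's 20E-dependent genes and the 5 genes here, 3 were higher with bounds apart and 0 lower with bounds apart. As to reads shared with an overlapping gene that rose more than 2-fold, 4 of the 5 genes share their locus with no such gene. The exception is br, in a locus with CG11509. CG11509 is not in BDGP6, so exon bases in common (found for 0 genes) could not be tested for this pair, but the level of CG11509 (0.490 FPKM in DMSO, 7.36 FPKM in 20E) is far below the 61.3 FPKM of br. A response of these genes to 1 h of 20E is therefore a hypothesis. Of the 5 genes, br alone was on the list of ecdysone cascade genes drawn up before the data were examined, so its rise is the least surprising. Reads shared between br and CG11509 are not fully excluded, and an effect of GC content is not decided for any single gene. RpS6 is limited by a short transcript and by reads that could be lost or counted elsewhere (see the other observations). As for every gene here, differences between replicates could not be assessed.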

How the results depend on the processing

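No paired analysis was possible because each condition has 1 column and none for its replicates. For the same reason the alternatives that leave out each replicate in turn, the replicate block, and the settings of the limma fit (the pseudocount, centring, no filter on low values and no trend for the counts of changed genes and transcripts) were not run.

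With the authors' q under 0.01 in place of 0.05, 0 genes and 0 transcripts were called, as against 69 genes and 74 transcripts, because the smallest q in the authors' deposited table is 0.0131. Many called transcripts share that q, at a p of 5e-05 that may be the lowest the authors' test could give. The counts of 0 therefore do not speak against the calls. Of tested transcripts, 539 have an unadjusted p under 0.05 there. With a q under 0.1 (82 genes, 87 transcripts), a mean of at least 5 FPKM (60 genes, 62 transcripts) or of at least 1 FPKM (68 genes, 72 transcripts), the counts stayed within 1.5 times of the reported ones. For the genes the limit of 1 FPKM, and for the transcripts all of these alternatives, were chosen after seeing the data.

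The count of 46 genes induced more than 2-fold became 256 with a pseudocount of 0.1, 80 with no pseudocount and at least 1 FPKM in 20E, 130 with a ratio above 1.5, 24 with a ratio above 3, and 525 in the transcript table. It was 44 with a mean of at least 1 FPKM and 46 with values scaled to the median. All 46 genes are shared with the sets at a pseudocount of 0.1, without a pseudocount and at a ratio of 1.5. The count of 5 reduced genes became 200 with a pseudocount of 0.1 and 47 with a ratio under the reciprocal of 1.5, and it was 4 with a mean of at least 1 FPKM and 5 with values scaled to the median. Of the genes changed more than 2-fold, 90.2% were higher with a pseudocount of 1 and 56.1% with 0.1. The cause was not tested.

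The median log2 change of the 11 genes the paper names, 1.99, was 3.24 with a pseudocount of 0.1 and 2.66 with the most induced transcript of each gene. It was 1.99 with centring on the median. The median change of the genes of NELF, DSIF, Pol II, CBP and the receptor, 0.04, stayed between 0.038 and 0.041, and the number of expressed cascade genes in 20E between 16 and 20.

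The permutation p of 0.0275 for induced genes near induced genes (5 of 46, all in the locus of another induced gene) rose to 0.211 at a distance of 50 kb (also 5). In alternatives chosen after seeing the data it was 1 with pairs in one locus left out (0 genes, against a mean of 1.11 in random lists) and 0.064 with BDGP6 positions (3 of 40). At a ratio of 1.5 it was 0.0001 (33 of 130), the smallest that 10000 permutations can give, and 0.0255 with pairs in one locus left out (18 of 130), also chosen after seeing the data. The p-values of the alternatives thus range from 0.0001 to 1, where the value of 1 follows from all 5 genes lying in the locus of another.

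Of the log2 changes of 52 single genes, 46 kept their value within the limit of change with a pseudocount of 0.1 and 6 moved, while 0 reversed. Centring shifts every gene alike and tests no single gene. The 6 include *dhr3*, *hr4* and *e23*, for which low values in DMSO limit any fold.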

Differences from the paper's values

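The paper states no value of a measure computed here from these libraries.

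The paper puts *dhr3*, *e23* and *cg3394* highest in 20E-dependent induction. Among the 11 genes that the paper names, the log2(FPKM + 1) change with a pseudocount of 1 gave *hr4* rank 1, *cg3394* rank 2, *dhr3* rank 5 and *e23* rank 7. With a pseudocount of 0.1, an alternative set before the data were examined, *hr4* had rank 1, *dhr3* rank 2, *e23* rank 3 and *cg3394* rank 4. Without a pseudocount, a setting chosen after seeing the values, *dhr3* had rank 1, *hr4* rank 2, *e23* rank 3 and *cg3394* rank 4. In the last 2 of these settings *hr4* is the single other gene among the first 4 ranks. The paper's sentence refers to Table S2, which was not used here, so its ranking can concern fewer genes than the 11.

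The paper treats *cg1607* as 20E-dependent and describes its list as genes induced more than 2-fold. The ratio of FPKM + 1 of CG1607 was 1.68. It was 2.09 with a pseudocount of 0.1, an alternative set before the data were examined, and 2.17 without a pseudocount, a setting chosen after seeing the values. A transcript of CG1607 is called in the authors' deposited table.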

Other observations

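The tests below on genes overlapping RpS6, on overlapping exons and on the level in DMSO of genes without a call were chosen after the results had been seen, and all patterns were found and tested on the same data.

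The listed levels of the NELF and DSIF transcripts were close between the conditions. Nelf-A was at 31.2 FPKM in DMSO and 33.9 FPKM in 20E, NELF-B at 17.8 and 17.7, TH1 at 47.6 and 48.3, Nelf-E at 8.11 and 8.57, Spt5 at 115.0 and 113.6, and spt4 at 189.8 and 190.3, each with overlapping authors' bounds. Of 10 genes of NELF, DSIF, Pol II, CBP and the receptor, EcR alone rose more than 2-fold. The 9 GAP genes that the paper uses as controls in development were under 1 FPKM in both conditions, gt being the highest at 0.532 FPKM in DMSO and 0.592 FPKM in 20E. Among them, btd, slp1 and tll were listed at 0 in both conditions, cad in DMSO and hkb in 20E. A listed 0 is not read as absence here.

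In the paper, 20E-dependent genes are called inactive in uninduced cells, in a qPCR experiment on dsRNA-treated cells that is another condition than DMSO here. In DMSO, 8 of the 11 named genes had at least 1 FPKM. The paper also gives *eip75a* and *eip78c* a higher basal level than the other genes it tested. Of the Eip75B transcripts, the one named Eip75B-RA in BDGP6 was at 0.488 FPKM in DMSO and 11.3 FPKM in 20E (p = 0.128, not called, in the authors' deposited table), Eip75B-RC at 15.6 and 58.4 FPKM, and Eip75B-RD at 35.0 and 72.0 FPKM.

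RpS6 stood far below 68 other ribosomal protein genes without a lettered paralog, whose median was 3494 FPKM in DMSO and whose lowest value in 20E was 902 FPKM. Their log2 changes ran from -0.108 to 0.316, against a rise of 3.13 for RpS6. Reads shared with near-identical copies were tested by 50-base words that recur in the genome, and 0% of the words of RpS6 do, while 31.2% of those of RpS14a and 34.7% of those of RpS14b do, a check that the test finds copies. Reads counted on an overlapping gene were tested by the other genes of its locus, CR33222 and snoRNA:Or-aca2, whose summed FPKM in 20E was 0 and which overlap 5.02% and 11.9% of the exon bases of RpS6 in BDGP6. A listed 0 is not read as absence here, and the second transcript of RpS6, FBtr0071136, is itself listed at 0 in both conditions, so reads lost or counted elsewhere are not excluded. The low level and the rise of RpS6 remain unexplained, and no biological explanation was tested for the low level.

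Of 13 mitochondrial protein genes, 11 were lower in 20E, also with centring on the median, and 12 with values scaled to the median, where mt:ND3 (208 FPKM in DMSO, 210.3 FPKM in 20E) changes direction, with a median log2 change of -0.59 and 5 called lower by the authors' deposited table. Among them, mt:ND6 went from 139 to 63.4 FPKM, mt:ND2 from 679 to 352 FPKM and mt:ND4 from 222 to 133 FPKM. The share of summed FPKM in these 13 genes was 1.53% in DMSO and 1.19% in 20E. mt:ATPase8 rose from 107 to 933 FPKM, with bounds that reach 0 in both conditions. Lower values of all highly expressed genes were tested with lists of 13 nuclear genes of like expression, whose median log2 change was 0.0559, and the mitochondrial median lay below all 10000 lists. The 13 mitochondrial genes share a genome and may change together, unlike genes of a random nuclear list. Their place below all lists can therefore overstate the evidence. No other technical explanation was tested, and differences between replicates could not be assessed, so an effect of 20E on these transcripts is a hypothesis.

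Induced genes lay in the locus of another induced gene, or in a locus within 10 kb, more often than in random lists (5 of 46, permutation test, p = 0.0275). All 5 are in the locus of another induced gene, where the distance between loci is 0. They are br and CG11509, and CG14523, CG14526 and CG14527, chosen after their values were seen. Of these, br has a call and bounds that lie apart, while the others have no call and overlapping bounds. Reads shared with an overlapping gene were tested by exon bases in common in BDGP6, which 0 of the 3 pairs with both genes there had, while br and CG11509 could not be tested. In settings chosen after seeing the data, gene positions of BDGP6 gave 3 of 40 (permutation test, p = 0.064), and a ratio of 1.5 with pairs in one locus left out gave 18 of 130 against a mean of 8.80 in random lists (permutation test, p = 0.0255). Clustering of induced genes along the chromosomes is thus neither shown nor excluded at the 2-fold limit.

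Of the 46 induced genes, 21 have no call in the authors' deposited table. Low level in DMSO was one explanation tested, and 10 of the 21 were under 1 FPKM in DMSO against 3 of the 25 with a call, which leaves it open. Signal divided among several transcripts was the other, and 2 of the 21 had more than 1 tested transcript against 18 of the 25. A gene counts as called if any of its transcripts is, so this comparison alone does not speak against divided signal. However, all of the 21 except *e23*, CG9184 and CG8249 list only 1 transcript. For the genes with 1 listed transcript this argues against division among a gene's own transcripts. It stays open for *e23*, CG9184 and CG8249. Of these, *e23*, with 3 tested transcripts and gene bounds apart, is one of the 2. Of the 21, 16 share a locus with another gene, as do 14 of the 25 with a call, and 9 of the 21 had at least 10 FPKM in 20E. The median width of the authors' 20E bounds was 215% of the FPKM without a call and 44.2% with one. Chosen after its values were seen, CG13813 had the largest rise of all genes, from 0.236 FPKM to 59.8 FPKM with bounds of 22.0 and 97.7. It shares a locus with Clc, at 361 FPKM in DMSO and 390 FPKM in 20E, but has 0 exon bases in common with it in BDGP6. It has 83 (5.44%) in common with CG17233 of the same locus, at 35.1 FPKM in DMSO and 39.5 FPKM in 20E.

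Genes called higher by the authors' deposited table have long transcripts, with a median of 3026.5 bases for the 58 of 59 with a length, against 1852 in lists matched on expression (percentile 100). Without genes whose BDGP6 transcript is longer than their locus, a setting chosen after seeing the data, the median was 2992 bases against 1878 (percentile 100). That longer transcripts make a call easier is a candidate explanation. These percentiles only restate the pattern, and the rate of calls was not set against length, so they do not test it. The genomic span of these genes was also long, with a median of 7067 bases for 55 of 59, against 4809 in lists matched on expression and transcript length (percentile 99.53). Longer gene spans among genes induced within 1 h are a second candidate explanation, and both remain.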
